# Metabolic changes of human induced pluripotent stem cell-derived cardiomyocytes and teratomas after transplantation

**DOI:** 10.1016/j.isci.2024.111234

**Published:** 2024-10-23

**Authors:** Yusuke Soma, Shugo Tohyama, Akiko Kubo, Tomoteru Yamasaki, Noriko Kabasawa, Kotaro Haga, Hidenori Tani, Yuika Morita-Umei, Tomohiko C. Umei, Otoya Sekine, Masashi Nakamura, Taijun Moriwaki, Sho Tanosaki, Shota Someya, Yujiro Kawai, Masatoshi Ohno, Yoshikazu Kishino, Hideaki Kanazawa, Jun Fujita, Ming-Rong Zhang, Makoto Suematsu, Keiichi Fukuda, Masaki Ieda

**Keywords:** cardiovascular medicine, cell biology

## Abstract

Cardiac regenerative therapy using human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs) has been applied in clinical settings. Herein, we aimed to investigate the *in vivo* metabolic profiles of hiPSC-CM grafts. RNA sequencing and imaging mass spectrometry were performed in the present study, which revealed that hiPSC-CM grafts matured metabolically over time after transplantation. Glycolysis, which was active in the hiPSC-CM grafts immediately after transplantation, shifted to fatty acid oxidation. Additionally, we examined the metabolic profile of teratomas that may form when non-CMs, including undifferentiated human induced pluripotent stem cells (hiPSCs), remain in transplanted cells. The upregulated gene expression of amino acid transporters and the high accumulation of amino acids, such as methionine and aromatic amino acids, were observed in the teratomas. We show that subcutaneous teratomas derived from undifferentiated hiPSCs can be detected *in vivo* using positron emission tomography with [^18^F]fluorophenylalanine ([^18^F]fPhe). These results provided insights into the clinical application of cardiac regenerative therapy.

## Highlights

• hiPSC-CMs become morphologically and functionally mature after transplantation
• hiPSC-CM grafts undergo metabolic maturation from glycolysis to fatty acid oxidation
• LAT1 is highly expressed and amino acids accumulate in hiPSC-derived teratomas
• [^18^F]fPhe detects hiPSC-derived teratomas in skeletal muscle and subcutaneous tissue

## Introduction

The number of patients with heart failure (HF) is increasing in the current aging society.^1^ Regenerative therapy using human pluripotent stem cells (hPSCs), such as human embryonic stem cells^2^ and human induced pluripotent stem cells (hiPSCs)^3^^,^^4^ can be an alternative to heart transplantation in patients with severe HF. Our team developed metabolism-based cardiomyocyte (CM) production systems^5^^,^^6^^,^^7^^,^^8^^,^^9^^,^^10^^,^^11^^,^^12^ and has initiated a clinical trial, titled the LAPiS study, where hiPSC-derived cardiac spheroids (hiPSC-CSs) have been directly transplanted into the cardiac muscle layer for treating patients with severe ischemic cardiomyopathy.^13^

hPSCs differentiate into CMs; however, the resulting hPSC-derived CMs (hPSC-CMs) are as immature as fetal CMs.^14^ Long-term culture in a two-dimensional (2D) culture system morphologically matures hiPSC-CMs only up to the neonatal stage.^15^ To date, several studies have focused on hiPSC-CM maturation in 2D culture using appropriate substrates^16^ and extracellular matrix,^17^^,^^18^ co-culture with non-CMs,^19^ supplementation of some hormones,^20^^,^^21^^,^^22^ and through metabolic pathway modulations.^23^^,^^24^^,^^25^^,^^26^ hPSC-CMs cultured in a three-dimensional (3D) culture system become morphologically and functionally more mature; however, this maturation is not equivalent but close to adult CM maturation.^27^^,^^28^^,^^29^ Additionally, hPSC-CMs metabolically mature in a 3D culture system.^30^^,^^31^ Fetal CMs depend on glycolysis, but undergo oxidative phosphorylation and mainly use fatty acids as an energy source in the late neonatal and subsequent phases.^32^^,^^33^ Similarly, hPSC-CMs initially depend on glycolysis. By culturing hPSC-CMs in 3D formats, such as spheroids or engineered heart tissues, fatty acid oxidation (FAO) becomes superior to glycolysis.^30^^,^^31^ Furthermore, hPSC-CMs transplanted into the host myocardium mature morphologically *in vivo*.^12^^*,*^^14^^,^^15^^,^^34^^,^^35^^,^^36^^,^^37^^,^^38^^,^^39^ For example, we transplanted hiPSC-CSs into the myocardium of cynomolgus monkeys with myocardial infarction and showed large engraftment, morphological maturation of transplanted hiPSC-CMs, improvement in cardiac function 3 months after transplantation, and extremely low occurrence of arrhythmia.^12^ However, the degree of how mature hPSC-CMs become metabolically *in vivo* is unknown.

If non-CMs, including undifferentiated hPSCs, remain present in transplanted cells, they can induce tumors, such as teratomas, at the transplantation site or ectopically. hPSC-derived teratomas (hPSC-Ts) were reportedly formed when 1.0 × 10^6^ fibroblasts containing only 0.025% hPSCs were injected into the legs of immunodeficient mice.^40^ Also, teratomas were formed when cells in the process of differentiating into CMs from mouse PSCs via embryoid body formation were transplanted into the hearts of mice.^41^ Moreover, hPSC-Ts developed after pancreatic islet beta cells, induced to differentiate from autologous hPSCs, were transplanted into the deltoid muscle of a patient.^42^ The persisting issues include elucidation of the metabolism of hPSC-Ts and establishment of noninvasive techniques for hPSC-T imaging. An animal experiment using rats indicated that hPSC-Ts larger than 8 mm^3^ could be detected using magnetic resonance imaging (MRI).^43^ However, as the strength of the MRI magnetic field for small animals is often higher than that in clinical settings,^43^ it is possible that hPSC-Ts in humans cannot be detected until they grow larger. Although [^18^F]fluorodeoxyglucose-PET ([^18^F]FDG-PET) is useful in detecting malignant tumors, detection of hPSC-Ts using [^18^F]FDG-PET remains challenging owing to the benign nature of the cells.^44^ PET/SPECT probes that connect with integrins can detect hPSC-Ts^44^^,^^45^; however, they have not yet been widely used in clinical practice. Moreover, PET can detect hPSC-Ts using genetically modified hPSCs; nevertheless, the safety of this method remains a concern.^46^^,^^47^ The development of technology for detecting hPSC-Ts is necessary for promoting the application of regenerative therapy using hPSC-CMs and other hPSC-derived derivatives.

In this study, we aimed to investigate the metabolic profiles of hiPSC-CM and hiPSC-T grafts. We transplanted hiPSC-CSs or undifferentiated hiPSC spheroids into the hearts of immunodeficient mice. We then trimmed and collected hiPSC-CM or -T grafts via laser capture microdissection (LCM), and compared their metabolic profiles by performing RNA sequencing of the grafts. Additionally, we performed imaging mass spectrometry (IMS) to evaluate the metabolism of the hiPSC-CM or -T grafts. Based on the obtained metabolic characteristics, we performed PET imaging to detect hiPSC-Ts.

## Results

### hiPSC-CM grafts matured morphologically and functionally *in vivo*

hiPSCs were induced to differentiate into CMs, and only hiPSC-CMs were purified using glucose- and glutamine (Gln)-free medium supplemented with lactate.^5^^,^^6^^,^^7^ hiPSC-CSs were obtained by culturing hiPSC-CMs in microwell plates for a week.^48^ These hiPSC-CSs comprised approximately 1,000 hiPSC-CMs. Then, these hiPSC-CSs were transplanted into the myocardium of non-obese diabetic (NOD)/Shi-scid IL-2RγKO (NOG) mice. The maturation of these cells was evaluated via immunohistochemistry at 2 weeks, 4 weeks, 12 weeks, 4 months, and 6 months post-transplantation (Figure 1A). The hiPSC-CM grafts were identified by staining with human-specific cardiac troponin I (cTnI) (Figure 1F). Moreover, the grafts were also identified by staining human nuclei at 2 and 4 weeks because they were immature and showed low expression of cTnI at these time points (Figure S1A). Consistent with previous reports,^12^^,^^14^^,^^15^^,^^34^^,^^35^^,^^36^^,^^37^^,^^38^^,^^39^ the transplanted hiPSC-CMs became larger and more aligned (Figure 1B). Sarcomere structures gradually became more distinct. Furthermore, the sarcomere length increased from 1.405 ± 0.019 μm at 2 weeks to 1.800 ± 0.018 μm at 6 months (Figure 1C). Mature ventricular CMs, MLC2v-positive and MLC2a-negative cells, were present in the graft, and the proportion of these cells in the graft was 93.3% at 2 weeks. The proportion was over 98% at 4 weeks and reached 100% at 6 months (Figure 1D and 1E). The isoform of TnI switched from slow skeletal TnI to cTnI during maturation. In hiPSC-CM grafts, the number of cTnI-positive cells increased over time (Figure 1F). The proportion of Ki67-positive cells in the graft was approximately 9.36% at 2 weeks, and there were no Ki67-positive cells in the graft at 4 and 6 months, indicating that the transplanted hiPSC-CMs matured during this period (Figure 1F–1G). The engrafted hiPSC-CM tissues contained a high density of host-derived microvessels, and the number of these vessels increased in the period from 2 weeks to 6 months (Figure S1A and S1B). Abundant host-derived microvessels probably contributed to engraftment.

**Figure 1:**
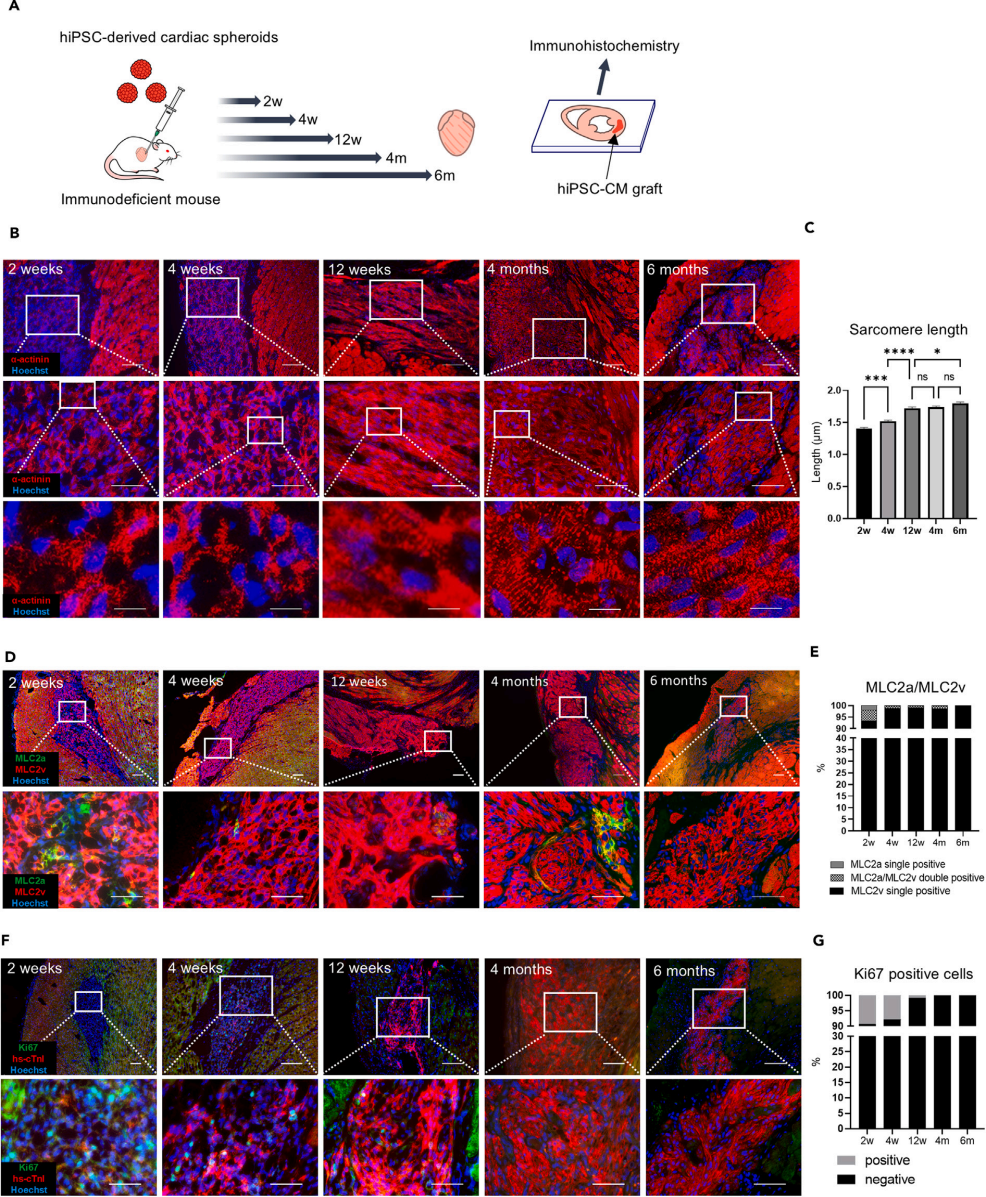
Maturation of hiPSC-CMs transplanted into the myocardium of NOG mice (A) Scheme of the experiment. (B) Graft staining for sarcomere structure (α-actinin, red). Scale bar, (upper) 100 μm; (middle) 50 μm; and (lower) 10 μm. (C) Quantification of sarcomere length (*n* = 20 sarcomeres at each time point. Tukey’s multiple comparisons test. ∗*p* < 0.05, ∗∗∗*p* < 0.0005, ∗∗∗∗*p* < 0.0001. Error bars represent SEM). (D) Graft staining for the mature ventricular phenotype (MLC2v, red) or the immature ventricular/atrial/nodal cardiomyocyte phenotype (MLC2a, green). (E) The proportion of MLC2a- and MLC2v-positive CMs. (F) Graft staining for Ki67 (green) and human-specific cTnI (red). hs: human-specific. (G) The proportion of Ki67-positive cells in the graft.

### hiPSC-CM grafts underwent metabolic maturation from glycolysis to FAO *in vivo*

hiPSC-CSs were transplanted into the hearts of NOG mice, and the mice were dissected at 2, 4, and 12 weeks to prepare heart sections. The hiPSC-CM grafts were trimmed and collected from the tissue sections via LCM. 

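Graft tissue of hiPSC-CMs was taken by laser capture microdissection from heart sections of NOG mice, a severely immunodeficient strain that accepts human cells, and its RNA was sequenced. There was 1 library at 2 weeks, 2 libraries at 4 weeks, and 3 libraries at 12 weeks after transplantation, so that the early group (2 and 4 weeks) and the late group (12 weeks) each had n = 3. Complementary DNA was made with a SMART-Seq Stranded Kit, which amplifies small amounts of RNA, and sequenced on a NextSeq500. The authors mapped reads to a combined human (hg38) and mouse (mm10) genome with STAR 2.7.5c, kept the reads assigned to hg38, and counted them per gene with StrandNGS. Trimming with Trimmomatic 0.38 is named in the submitters' processing notes. The deposited values are log2 TPM (transcripts per 1e6 transcripts), in which a value under 1 TPM is set to 0, and estimated counts, many of which are fractional. Estimated counts summed to 6445270 at 2 weeks, to 7424371 and 5055491 at 4 weeks, and to 10592621, 6986013, and 5421223 in replicates 1 to 3 at 12 weeks. The sarcomere gene TTN alone took 4.95% to 7.69% of the counts of a library, and the 10 largest genes together took 18.5% to 27.0%. Counts were rounded, normalized by TMM, and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The test covered the 15443 genes above 1 TPM in at least 3 of the 6 libraries. Fixed gene lists were tested with camera, which asks whether the genes of a list moved together more than the other genes, at its preset correlation of 0.01 between genes. Gene levels are given as CPM (counts per 1e6 counts) after this normalization, as mean ± SD. Mice were dissected at 2, 4, and 12 weeks, so that libraries of different weeks come from different mice. The sources used here do not say whether libraries of the same week do. The p-values measure only the spread between these libraries, which may be technical within a week and includes time across weeks. The counts carry no molecular identifiers, so that counting intervals and floors cover counting error only. Whether strand was used in counting is not given in the sources used here, and reads of overlapping genes could be assigned to either gene.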

Gene expression in the hiPSC-CM grafts was evaluated by RNA sequencing (Figure 2A). Human-derived mRNAs were distinguished from mouse-derived mRNAs and only the former was analyzed. 

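Cardiomyocyte markers were abundant in the human counts of every hiPSC-CM graft library, and markers of macrophages and leukocytes were close to absent. The 12 cardiomyocyte markers of a fixed list, among them TTN and TNNT2, together took 94000 to 142000 CPM in each of the 6 libraries. The 10 macrophage and leukocyte markers together took 0 to 2.91 CPM, and none of them reached 1 TPM in 3 libraries. Fibroblast and mesenchymal markers took 291 to 627 CPM in 5 libraries and 5720 CPM in replicate 1 at 12 weeks. That replicate also held 636 CPM of endothelial markers against 0.755 to 86.4 CPM in the others. The deposited table lists 57955 human genes, with no gene of the mitochondrial genome, and 15008 to 23219 of them had a count in a given hiPSC-CM library. Genes above 1 TPM numbered 13771 to 14350 in the early libraries and 18091, 17408, and 12210 in replicates 1 to 3 at 12 weeks. Protein-coding genes held 82.8% to 85.3% of the counts.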

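No gene passed the adjusted p of 0.05 in edgeR between the late and the early hiPSC-CM grafts, and the genes given here are among those with the smallest p in each direction. TENM2, an adhesion protein of the cell surface, was 228 ± 109.8 CPM (SD, n = 3) in the late group and 44.9 ± 6.48 CPM (SD, n = 3) in the early group. TENM2 had a log2 fold change of 2.34 (standard error 0.41, adjusted p = 0.557 from edgeR's quasi-likelihood test). LIMCH1 was 382 ± 88.9 and 96.9 ± 34.4 CPM, and the phosphodiesterase gene PDE3A was 167 ± 97.5 and 3.43 ± 3.81 CPM. LIN7A had 961 late counts and 1 early count, a ratio of 774 (95% counting interval 138 to 30583). MAP2, of microtubules, had 881 and 2, a ratio of 355 (97.9 to 2932). ATP2B2, a calcium pump of the plasma membrane, had 966 late counts and 0 early counts, and was at least 91.4-fold higher against a floor of 3 counts per library. In the other direction, FBN2, a fibrillin of matrix microfibrils, was 773 ± 282 CPM late and 2238 ± 340.0 CPM early. The proteoglycan gene VCAN was 197 ± 138 and 1057 ± 769.7 CPM, and APCDD1, an inhibitor of Wnt signalling, was 23.1 ± 18.5 and 227 ± 128 CPM. PLCG2 (-2.72), PPP1R21 (-2.26), CDCA7L (-1.57), and CNOT11 (-1.43) had log2 fold changes below 0 with adjusted p of 0.557 to 0.847 from the same test. LIN7A overlaps ACSS3, FBN2 overlaps SLC27A6, and CNOT11 overlaps TBC1D8, each on the other strand, and PLCG2 contains RN7SKP176. By edgeR's quasi-likelihood test, 0 of the 15443 genes tested were higher and 0 were lower at an adjusted p of 0.05. In the same edgeR test 602 genes had an unadjusted p under 0.05, of which 430 were higher and 172 lower in the late group. That is fewer genes than chance alone gives on average over the 15443 genes tested. The power of this test is low: on simulated data with the spread of these libraries it recovered 0 of 67 genes changed 2-fold and 5 of 67 changed 4-fold. DESeq2 called 115 genes higher and 19 lower, among them 12 of the 13 genes given here (not CDCA7L; adjusted p = 1.26e-08 to 0.0305), and limma-trend on log2(TPM + 1) called 1 gene. These 13 genes were chosen by small p in the same libraries, so that their calls by DESeq2 are no independent support. DESeq2 was not run on the simulated data. The late and early libraries did not overlap in 988 genes that were higher and 730 that were lower in the late group. This is 11.1% of the genes where chance gives 10%. By the paper's rule of a difference of more than 2-fold, with no test, 4093 of the 23702 genes above 0 in any library were higher and 1966 were lower in the late group.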

Gene expression differed between the early (2 and 4 weeks after transplantation) and late (12 weeks after transplantation) groups (Figure 2B). Moreover, PC2 in the principal component analysis separated the samples into the two mentioned groups (Figure 2C). 

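In a principal component analysis of log2(TPM + 1) over the 23702 genes above 0 in any hiPSC-CM library, PC1 held 26.0% and PC2 held 22.3% of the variance. Along PC2, the 3 late libraries lay at -80.3, -61.1, and -40.2 and the 3 early libraries at 11.9, 17.8, and 152, so that the groups did not overlap. PC1 set 1 late library apart from the rest, with replicate 3 at 12 weeks at 177.5 and the other 5 libraries between -71.7 and -11.9. The highest score on PC2 was that of replicate 2 at 4 weeks. PC2 also separated the groups when each gene was scaled to unit variance, with 21.2% of the variance. Over the 15443 genes above 1 TPM in at least 3 libraries, neither PC1 (30.8%) nor PC2 (23.2%) separated the groups. Without replicate 3 at 12 weeks, PC1 (30.2%) separated them and PC2 (25.9%) did not.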

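Genes of the extracellular matrix passed as a list, as higher in the late hiPSC-CM grafts, at the preset correlation, a call that ended when either of 2 libraries was left out, and genes of blood vessel development did not pass. Of 23 measured genes of collagens and the extracellular matrix, fixed as a list before the data were examined, 20 had a fitted log2 fold change above 0 and 3 below, with a median of 0.51 (adjusted p = 0.022 from camera on the edgeR fit, and adjusted p = 0.683 with an estimated correlation). None of the 23 passed edgeR's quasi-likelihood test by itself, also when adjusted over the list alone. COL6A1, a chain of type VI collagen, was 246 ± 95.7 CPM in the late group and 87.6 ± 45.3 CPM in the early group. FBN1, the main fibrillin of microfibrils, was 125 ± 189.9 and 3.09 ± 5.05 CPM. COL6A3 was 168 ± 276 and 4.40 ± 7.44 CPM, and COL1A1 was 344 ± 551 and 34.5 ± 22.5 CPM, each with most of its late counts in replicate 1 at 12 weeks. Without that replicate the log2 fold change of COL1A1 was -0.44. Fibroblast markers lay higher too, with all 7 measured ones fitted above 0, a median log2 fold change of 2.71, and 0 passing edgeR by either adjustment (adjusted p = 0.0346 from limma's camera, and 0.683 with an estimated correlation). That call was lost without replicate 1 (adjusted p = 0.157 from limma's camera) or 2 (0.0844) at 4 weeks, and without replicate 1 at 12 weeks (0.581), where the direction turned to down. It was also lost with pseudocount 0.1 (adjusted p = 0.408 from limma's camera), quantile normalization (0.0935), limma without trend (0.396), log2 week (0.126), limma-trend on log2(TPM + 1) (0.27, median 1.15), and protein-coding genes only (0.0502). Replicate 1 at 12 weeks held 9.12 times the fibroblast marker CPM of the next library. The call of the matrix list was lost without it (adjusted p = 0.859 from limma's camera), with a median of -0.14, without replicate 1 at 4 weeks (0.185), and in limma without trend (0.185). Of 18 measured angiogenic factors and genes of blood vessel development, 12 were fitted higher and 6 lower in the late group, with a median log2 fold change of 0.22 (adjusted p = 0.97 from limma's camera, and 0.987 with an estimated correlation). By edgeR 0 of these passed when adjusted over all genes or over the list alone. In this list 1 gene was higher and 2 were lower in every late library than in every early one. Of those fitted higher, EFNB2 and FGF2 had the smallest p. EFNB2, the ligand ephrin-B2 of arterial endothelium, was at 40.4 ± 42.3 CPM late and 8.99 ± 4.28 CPM early. FGF2, a growth factor gene that overlaps NUDT6 on the other strand, was at 19.2 ± 13.7 and 4.33 ± 3.38 CPM. Gene ontology terms were then counted from the annotation column of the deposited table, a test chosen after the file had been seen. A gene was counted only where that column lists the term itself. Genes listed only under narrower terms were not added, so that the sets may differ from those of the paper. Of the 39 genes annotated to blood vessel development, 17.9% were more than 2-fold higher in the late group, against 18.4% of the 10804 annotated genes (Fisher's exact test, two-sided, adjusted p = 1). For cardiovascular system development the share was 10% of 10 genes (adjusted p = 1 by the same exact test). For extracellular matrix organization it was 32% of 100 genes (adjusted p = 0.0125 by the same exact test). That term did not pass limma's camera (adjusted p = 0.124, and 0.682 with an estimated correlation).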

Gene ontology analysis showed that the expression of genes related to blood vessel and cardiovascular system development was upregulated in the late group compared with that in the early group (Figure 2D). Conversely, the expression of genes related to metabolic processes and cell cycle was downregulated in the late group compared with that in the early group (Figure 2E). 

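Cell cycle genes and the histone genes that are transcribed during DNA replication passed as lists, as lower in the late hiPSC-CM grafts, at the preset correlation. Neither list passed limma's camera with an estimated correlation (adjusted p = 0.752 for each), and no single gene of either passed edgeR. Of 28 measured cell cycle genes, 22 had a fitted log2 fold change below 0 and 6 above, with a median of -0.57 (adjusted p = 0.022 from camera on the edgeR fit, and 0.752 with an estimated correlation). CDC6, which licenses origins of replication, was 7.62 ± 4.72 CPM in the late group and 21.6 ± 5.25 CPM in the early group, and the libraries of the groups did not overlap. TOP2A, a topoisomerase of dividing cells, was 95.5 ± 36.5 and 149.9 ± 57.3 CPM. NUSAP1, of the mitotic spindle, was 12.8 ± 11.0 and 42.3 ± 36.0 CPM, and PCNA, the sliding clamp of DNA polymerase, was 40.5 ± 25.3 and 65.5 ± 39.2 CPM. Among 47 replication-dependent histone genes, 34 were fitted lower and 13 higher, with a median log2 fold change of -0.70 (adjusted p = 0.022 from limma's camera, and adjusted p = 0.752 with an estimated correlation). HIST1H2AC was 48.6 ± 27.7 CPM late and 115 ± 33.5 CPM early, HIST1H1C was 80.6 ± 27.2 and 131 ± 24.4 CPM, and HIST1H2BO was 1.24 ± 1.55 and 15.2 ± 13.6 CPM. HIST1H4L had 3 late and 54 early counts, a ratio of 0.0447 (95% counting interval 0.00894 to 0.138), and most of the early counts were those of the 2-week library. By edgeR 0 genes of either list passed, over all genes or adjusted over the list alone. The cell cycle call was lost without the 2-week library (adjusted p = 0.188 from limma's camera), replicate 2 at 4 weeks (0.227), or replicate 2 at 12 weeks (0.755). The histone call was lost without the 2-week library (adjusted p = 0.412 from limma's camera) or replicate 2 at 12 weeks (0.845). By the annotation of the deposited table, 10.1% of the 547 genes of the term cell cycle were more than 2-fold lower in the late group, against 7.03% of the annotated genes (Fisher's exact test, two-sided, adjusted p = 0.0300). The share that was more than 2-fold higher was 13.5%, against 18.4% (adjusted p = 0.0132 by the same exact test). The median log2 fold change of that term was -0.04, and it did not pass limma's camera (adjusted p = 0.374, and 0.682 with an estimated correlation). For the 318 genes of the term metabolic process, the share that was more than 2-fold lower was 4.72% (adjusted p = 0.283 by the same exact test).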

Next, we generated a heatmap of the expression of characteristic genes (Figure 2F). Genes that were highly expressed in mature CMs, such as *MYH7*, *TNNI3*, and *MYL2*, were upregulated over time after transplantation. Conversely, the expression of genes that were highly expressed in immature CMs, such as *MYH6*, *TNNI1*, and *MYL7*, was downregulated. 

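Among the adult forms of sarcomere genes, TNNI3 differed most between the groups, whereas MYH7 and MYL2 lay within the spread of the libraries. TNNI3, which encodes the cardiac troponin I of the adult heart and lies on chromosome 19 of hg38 from 55151767 to 55157773, was 648 ± 226 CPM in the late group and 62.7 ± 17.5 CPM in the early group (SD, n = 3 each). Its log2 fold change was 3.37 (standard error 0.38), with an unadjusted p of 7.96e-06 and an adjusted p of 0.110 from edgeR's quasi-likelihood test. It was higher in each of the 3 late libraries than in every early one. MYH7, the beta myosin heavy chain of the adult ventricle, on chromosome 14 of hg38 from 23412738 to 23435718, was 17659 ± 5705 CPM late and 19944 ± 4271 CPM early. MYH7 had a log2 fold change of -0.18 (standard error 0.27, adjusted p = 1.00 from the same test by edgeR). MYL2, the ventricular regulatory light chain, on chromosome 12 of hg38 from 110910819 to 110920722, was 2255 ± 706 CPM late and 2128 ± 564 CPM early. MYL2 had a log2 fold change of 0.08 (standard error 0.28, adjusted p = 1.00 from edgeR). Of 19 measured genes of mature cardiomyocytes, 11 were fitted higher and 8 lower in the late group, with a median log2 fold change of 0.04 (adjusted p = 0.022 from camera on the edgeR fit, and adjusted p = 0.683 with an estimated correlation). None of the 19 passed over all genes, and 2 passed when adjusted over the list alone, TNNI3 and MYOM2. MYOM2, of the M band of the sarcomere, was 216 ± 33.7 and 68.4 ± 36.6 CPM. TCAP, the telethonin of the Z disc, was 294 ± 107 and 148 ± 72.6 CPM, and ADRB1, the beta-1 adrenergic receptor, was 49.7 ± 24.5 and 16.4 ± 19.3 CPM. DESeq2 called MYOM2 (adjusted p = 0.0306). TNNI3 passed under other settings, with an adjusted p of 7.11e-15 from DESeq2 and of 0.0174 from limma-trend on log2(TPM + 1). The call of the list was lost without the 2-week library (adjusted p = 0.313 from limma's camera), replicate 2 at 4 weeks (0.0707), replicate 2 at 12 weeks (0.0986), or replicate 3 at 12 weeks (0.0935). The log2 fold change of MYH7 turned to 0.07 without replicate 2 at 12 weeks and that of MYL2 to -0.05 and -0.18 without the 2-week library and replicate 3 at 12 weeks.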

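Among the genes of immature and atrial-type cardiomyocytes, those of the atrial light chains, MYL7 and MYL4, and TNNI1 were lower in every late library than in every early one. MYL7, the atrial regulatory light chain, lies on chromosome 7 of hg38 from 44138864 to 44141332 and was 2041 ± 453 CPM in the late group and 4842 ± 1080.1 CPM in the early group (SD, n = 3 each). MYL7 had a log2 fold change of -1.25 (standard error 0.25, adjusted p = 0.557 from edgeR's quasi-likelihood test). MYL4, the atrial essential light chain, was 959.5 ± 225 and 1925 ± 93.3 CPM (adjusted p = 0.623 from edgeR). TNNI1, the slow skeletal troponin I that the fetal heart uses, on chromosome 1 of hg38 from 201403768 to 201429866, was 1292 ± 182 CPM late and 1994 ± 93.0 CPM early. TNNI1 had a log2 fold change of -0.63 (standard error 0.20, adjusted p = 0.872 from edgeR). MYH6, the alpha myosin heavy chain, on chromosome 14 of hg38 from 23381990 to 23408277, was 18852 ± 15152 and 22705 ± 9195 CPM. MYH6 had a log2 fold change of -0.27 (standard error 0.53, adjusted p = 1.00 from edgeR), which is within the spread of the libraries. NKX2-5, a transcription factor of the early heart, was 102 ± 27.6 CPM late and 198 ± 121 CPM early. Of the 11 measured genes of this list, 5 were fitted higher and 6 lower, with a median log2 fold change of -0.12 and a mean of 0.36 (direction down by camera on the edgeR fit, adjusted p = 0.349, and 0.868 with an estimated correlation). None passed over all genes, and 1 was higher (ACTA1) and 3 were lower (MYL7, MYL4, and TNNI1) when adjusted over the list alone. ACTA1, the skeletal muscle actin, was named after its values had been seen, at 530.1 ± 289 CPM late and 135 ± 97.2 CPM early (log2 fold change 1.97, standard error 0.65, adjusted p = 0.887 from edgeR), with overlap of the groups. DESeq2 called MYL7 (adjusted p = 0.00161) and MYL4 (0.0132) lower. The list passed as lower without replicate 3 at 12 weeks (adjusted p = 0.00785 from limma's camera), and its direction turned to up without replicate 2 at 12 weeks (0.881). The log2 fold change of MYH6 turned to 0.04 and 0.12 without replicate 1 at 4 weeks and replicate 1 at 12 weeks.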

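KCNJ2, which encodes the inward rectifier channel Kir2.1, was close to undetected in the early hiPSC-CM grafts and present in every late one. It lies on chromosome 17 of hg38 from 70168673 to 70180048 and was 27.1 ± 9.49 CPM in the 3 late libraries, with 586 counts, and had 2 counts in the 3 early libraries together, a ratio of 236 (95% counting interval 65.0 to 1952, for counting error only). Its unadjusted p was 7.78e-04 and its adjusted p 0.557 from edgeR's quasi-likelihood test, and DESeq2 called it higher (adjusted p = 1.95e-05). The pacemaker channel gene HCN2 had 111 late counts and 2 early counts, a ratio of 44.7 (12.1 to 373, adjusted p = 0.954 from edgeR). Of 14 measured cardiac ion channel genes, 7 were fitted higher and 7 lower in the late group, with a median log2 fold change of 0.21 (adjusted p = 0.957 from camera on the edgeR fit, and 0.987 with an estimated correlation). None of the 14 passed over all genes, and KCNJ2 passed when adjusted over the list alone.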

The gene expression of some ion channels, such as *KCNJ2*, which is involved in the formation of the resting membrane potential, was upregulated in the late group. Furthermore, the expression of genes related to transverse tubules, such as *BIN1*, *CAV1*, *CAV2*, and *CAV3*, was also upregulated. 

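Of the caveolin genes, CAV1 and CAV2 had higher means in the late hiPSC-CM grafts, with no overlap of the groups for CAV1, and CAV3, the muscle form, was low in both groups. CAV1, on chromosome 7 of hg38 from 116524785 to 116561184, was 161 ± 5.101 CPM in the late group and 56.5 ± 39.37 CPM in the early group (SD, n = 3 each). CAV1 had a log2 fold change of 1.51 (standard error 0.50, adjusted p = 0.900 from edgeR's quasi-likelihood test). CAV2, on chromosome 7 of hg38 from 116287380 to 116508541, was 177 ± 139 and 67.0 ± 15.0 CPM. CAV2 had a log2 fold change of 1.40 (standard error 0.53, adjusted p = 1.00 from edgeR). BIN1, a membrane-bending protein that shapes transverse tubules, on chromosome 2 of hg38 from 127048027 to 127107355, was 22.0 ± 8.922 and 12.7 ± 10.62 CPM. BIN1 had a log2 fold change of 0.79 (standard error 0.95, adjusted p = 1.00 from edgeR). CAV3, on chromosome 3 of hg38 from 8733800 to 8841808, was 8.01 ± 4.02 and 8.89 ± 7.81 CPM. CAV3 had a log2 fold change of -0.15 (standard error 1.69, adjusted p = 1.00 from edgeR), and overlaps SSUH2, OXTR, and RAD18 on the other strand. Of 7 measured transverse tubule genes, 4 were fitted higher and 3 lower, with a median log2 fold change of 0.79 (adjusted p = 0.04 from camera on the edgeR fit, and adjusted p = 0.683 with an estimated correlation). None passed by itself over all genes or adjusted over the list alone. The call of the list was lost without the 2-week library (adjusted p = 0.313 from limma's camera), replicate 2 at 4 weeks (0.0793), replicate 1 at 12 weeks (0.0843), or replicate 3 at 12 weeks (0.0543). The log2 fold change of CAV3 turned to values of 0.13 to 0.41 without replicate 1 or 2 at 4 weeks or replicate 2 at 12 weeks, and to 0.57 in limma-trend on log2(TPM + 1).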

Next, we focused on metabolism, and the expression of genes related to glycolysis, such as *SLC2A1*, *HK2*, and *LDHA*, was downregulated in the late group compared with that in the early group. Conversely, the expression of genes related to fatty acid transport, such as *CD36*, and FAO, such as *PPARA* and *PPARD* (the genes of peroxisome proliferator-activated receptor [PPAR]), was upregulated. 

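Glycolysis genes had a median slightly below 0 in the late hiPSC-CM grafts and passed as a list at the preset correlation, with LDHA the gene of smallest p among those fitted lower. LDHA, the lactate dehydrogenase subunit of glycolytic tissue, lies on chromosome 11 of hg38 from 18394388 to 18408425 and was 72.7 ± 30.4 CPM in the late group and 189 ± 47.2 CPM in the early group (SD, n = 3 each), without overlap of the libraries. LDHA had a log2 fold change of -1.38 (standard error 0.41, adjusted p = 0.858 from edgeR's quasi-likelihood test). SLC2A1, the glucose transporter GLUT1 of fetal heart, on chromosome 1 of hg38 from 42925375 to 42959173, was 6.27 ± 5.19 and 31.2 ± 32.4 CPM. SLC2A1 had a log2 fold change of -2.31 (standard error 1.43, adjusted p = 1.00 from edgeR). HK2, a hexokinase, on chromosome 2 of hg38 from 74833981 to 74893359, was 6.94 ± 3.10 and 12.5 ± 13.9 CPM. HK2 had a log2 fold change of -0.84 (standard error 1.32, adjusted p = 1.00 from edgeR), and for both genes the early spread was as large as the mean. SLC2A4, the insulin-regulated glucose transporter GLUT4, was 17.0 ± 11.9 CPM late and 59.8 ± 45.8 CPM early, and TPI1, triosephosphate isomerase, was 232 ± 34.7 and 323 ± 94.5 CPM. Of 24 measured glycolysis genes, 20 were fitted lower and 4 higher, with a median log2 fold change of -0.23 (adjusted p = 0.04 from camera on the edgeR fit, and adjusted p = 0.683 with an estimated correlation). None passed by itself over all genes or adjusted over the list alone. The call was lost without the 2-week library (adjusted p = 0.188 from limma's camera), replicate 1 at 4 weeks (0.185), or replicate 1 at 12 weeks (0.523), and in limma-trend on log2(TPM + 1) (0.297). Without the 2-week library the log2 fold change of HK2 was 0.59 and that of SLC2A1 was -1.145. Other lists had medians close to that of glycolysis and did not pass in the same fit: cardiomyocyte markers, with 11 of 12 fitted lower and a median of -0.20 (adjusted p = 0.0809 from limma's camera, and 0.683 with an estimated correlation), and ribosomal protein genes, with 35 of 52 fitted lower and a median of -0.20 (0.0538, and 0.752 with an estimated correlation). Both passed as lower without a filter on expression (adjusted p = 0.0309 and 0.00856 from limma's camera) and without replicate 3 at 12 weeks (0.0205 and 0.00888). Cardiomyocyte markers also passed without replicate 2 at 12 weeks (adjusted p = 0.0334 from limma's camera) and turned to up with quantile normalization (0.945). Ribosomal protein genes also passed with median-of-ratios scaling (adjusted p = 0.0425 from limma's camera), log2 week (0.0121), protein-coding genes only (0.0363), and without replicate 2 at 4 weeks (0.0137).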

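Genes of fatty acid uptake, among them CD36, LPL, and SLC27A6, lay in both directions between the groups, and so did the enzymes of FAO. CD36, the fatty acid translocase of the cell membrane, lies on chromosome 7 of hg38 from 80369575 to 80679277 and was 125 ± 21.5 CPM in the late group and 16.5 ± 11.4 CPM in the early group (SD, n = 3 each). CD36 had a log2 fold change of 2.92 (standard error 0.54, adjusted p = 0.557 from edgeR's quasi-likelihood test). LPL, lipoprotein lipase, was 203 ± 50.3 and 29.6 ± 19.2 CPM. SLC27A6, a fatty acid transport protein of the heart whose gene overlaps FBN2 on the other strand, was 261 ± 44.7 CPM late and 683 ± 212 CPM early, in the other direction. Of 8 measured genes of fatty acid uptake and transport, 4 were fitted higher and 4 lower in the late group with a median log2 fold change of -0.12 and a mean of 0.43 (direction up by camera on the edgeR fit, adjusted p = 0.0763, and 0.683 with an estimated correlation). None of them passed edgeR over all genes, while 2 were higher and 1 was lower when adjusted over the list alone. Of 22 measured FAO genes, 11 were fitted higher and 11 lower, with a median log2 fold change of 0.000896 and a mean of 0.02. The direction by camera on the edgeR fit was down (adjusted p = 0.984, and 0.987 with an estimated correlation), and none of the FAO genes passed by either adjustment. ACAT1, of acetoacetyl-CoA metabolism, was 144 ± 45.2 CPM late and 75.6 ± 3.99 CPM early, and ACSL4, an acyl-CoA synthetase, was 144 ± 23.4 and 94.9 ± 29.9 CPM. PPARA, on chromosome 22 of hg38 from 46150521 to 46243756, was 70.0 ± 21.5 and 50.8 ± 28.4 CPM. PPARA had a log2 fold change of 0.46 (standard error 0.51, adjusted p = 1.00 from edgeR). PPARD, on chromosome 6 of hg38 from 35342558 to 35428191, was 22.0 ± 7.88 and 16.3 ± 14.2 CPM. PPARD had a log2 fold change of 0.43 (standard error 1.14, adjusted p = 1.00 from edgeR). Of 7 measured regulators of FAO, 5 were fitted higher and 2 lower, among them PPARGC1B at 70.0 ± 11.9 and 57.7 ± 7.24 CPM. Their median log2 fold change was 0.28 and their mean -0.0026, with the direction down by camera on the edgeR fit (adjusted p = 0.984, and 0.987 with an estimated correlation), and none passed by itself. DESeq2 called CD36 (adjusted p = 1.24e-04) and LPL (4.91e-05) higher and SLC27A6 lower (0.00264). The log2 fold change of PPARD was -0.13 without the 2-week library, in which its deposited value is 0. From the lower expression of glycolysis genes and the higher expression of genes of fatty acid transport and FAO, and from the switch of the developing heart from glycolysis to FAO, the paper reasons that the grafts matured metabolically.

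**Figure D1:**
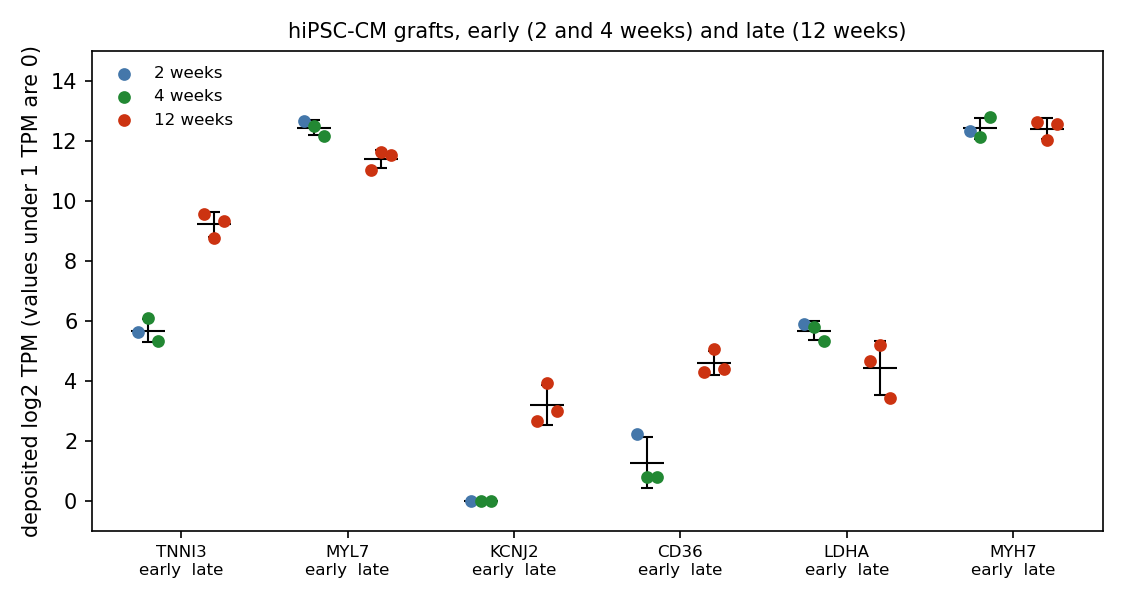
Deposited log2 TPM of 6 genes in each hiPSC-CM library, with the early libraries (2 weeks in blue, 4 weeks in green) on the left and the late libraries (12 weeks in red) on the right of each gene. Points are libraries, horizontal bars are means, and error bars are SD (n = 3 per group). The late libraries lie above the early ones for TNNI3 (mean 9.21 against 5.67), KCNJ2 (3.19 against 0), and CD36 (4.58 against 1.27), below them for MYL7 (11.40 against 12.44) and LDHA (4.42 against 5.66), and among them for MYH7 (12.41 against 12.42).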

Since CM metabolism switches from glycolysis to FAO during fetal and neonatal stages,^32^^,^^33^ the present results indicated that hiPSC-CMs underwent metabolic maturation *in vivo*.

**Figure 2:**
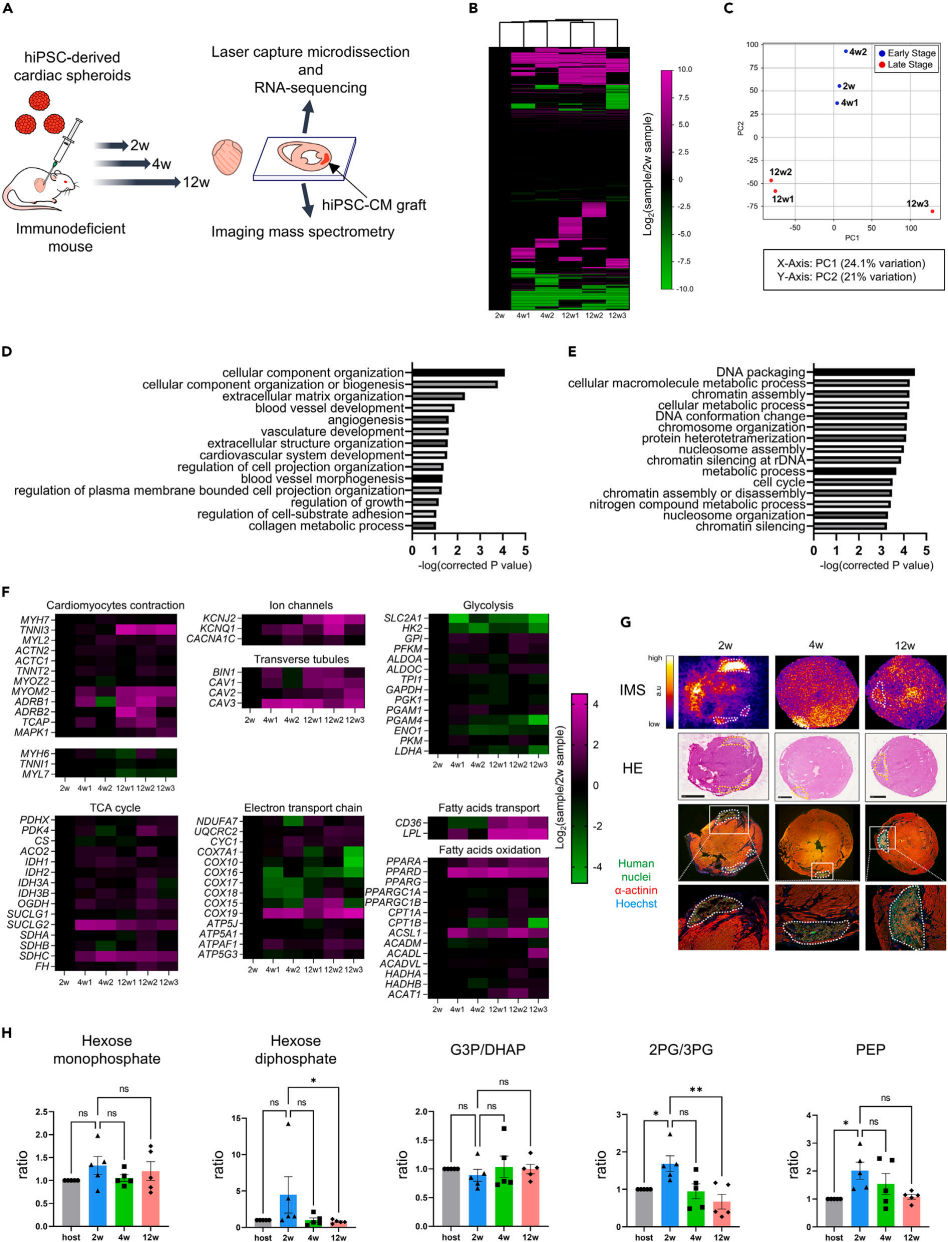
Functional and metabolic maturation of hiPSC-CM grafts evaluated using RNA sequencing and IMS (A) Scheme of the experiment. (B) Heatmap showing RNA sequencing of hiPSC-CM grafts (2 weeks, *n* = 1; 4 weeks, *n* = 2; and 12 weeks, *n* = 3). (C) Principal component analysis of the early-stage group (2 weeks and 4 weeks) and the late-stage group (12 weeks). (D) Gene ontology analysis of the genes that were upregulated in the late-stage group compared with those in the early-stage group. (E) Gene ontology analysis of the genes that were downregulated in the late-stage group compared with those in the early-stage group. (F) Heatmap showing characteristic gene expression of hiPSC-CM grafts. (G) Representative data of the accumulation of hexose diphosphate in hiPSC-CM grafts and host myocardium measured by IMS. Scale bar, 1 mm. (H) The ratio of glycolytic metabolites between hiPSC-CM grafts and host myocardium measured via IMS at 2, 4, and 12 weeks (*n* = 5, respectively. Dunn’s multiple comparisons test. ∗*p* < 0.05. Error bars represent SEM). G3P/DHAP, glyceraldehyde-3-phosphate/dihydroxyacetone phosphate; 2PG/3PG, 2-phosphoglycerate/3-phosphoglycerate; PEP, phosphoenolpyruvic acid.

Further, we performed IMS on the heart sections containing the hiPSC-CM grafts and measured the levels of various metabolites in the grafts and host myocardium (Figure 2A). The ratio of the average signal intensity between the transplanted hiPSC-CM grafts and the host myocardium was calculated (Table S1). Representative data from each time period showing hexose diphosphate accumulation is presented in Figure 2G. Hexose diphosphate accumulated 4.00 times more in the hiPSC-CM graft than in the host myocardium 2 weeks after transplantation. The ratios were 2.11 times at 4 weeks and 1.14 times at 12 weeks. We measured the ratio of the signal intensity of some glycolytic metabolites between the hiPSC-CM grafts and the host myocardium over time (Figure 2H). Phosphoenolpyruvic acid (PEP) and 2-phosphoglycerate (2PG)/3-phosphoglycerate (3PG) accumulation in the hiPSC-CM grafts 2 weeks after transplantation was significantly higher than that in the host myocardium. Their accumulation in the hiPSC-CM grafts decreased over time, particularly, the accumulation of 2PG/3PG significantly decreased from 2 weeks to 12 weeks. A similar tendency was observed for hexose diphosphate; the accumulation in the hiPSC-CM grafts was higher than that in the host myocardium at 2 weeks while not significantly, but significantly decreased from 2 weeks to 12 weeks. These results suggested that hiPSC-CMs in the grafts actively underwent glycolysis for energy production immediately after transplantation; however, their dependence on glycolysis gradually decreased. The accumulation of the metabolites of the tricarboxylic acid (TCA) cycle and amino acids in hiPSC-CM grafts did not change over time (Figure S2A, S2D, and S2E). Generally, the acylcarnitine amounts reflect the FAO activity.^49^ Although RNA sequencing of the hiPSC-CM grafts showed that the expression of genes related to fatty acid transport and FAO was upregulated over time after transplantation, there was no significant difference in the accumulation of acylcarnitines, such as tetradecanoylcarnitine, palmitoylcarnitine, and stearoylcarnitine, between the hiPSC-CM grafts and host myocardium and between the hiPSC-CM grafts at each time period (Figure S2B and S2C).

Based on the results of RNA sequencing and IMS, the energy production pathway of the transplanted hiPSC-CM grafts switched from glycolysis to FAO. Hence, the hiPSC-CM grafts undergo the process of metabolic maturation after transplantation.

### hiPSC-Ts showed high gene expression of amino acid transporters and high levels of accumulated amino acids

Undifferentiated hiPSCs were cultured in microwells for 1 day to obtain hiPSC spheroids, which were then transplanted into the hearts of NOG mice to obtain hiPSC-Ts (Figure 3A). Immunohistochemistry showed that hiPSC-Ts contained many vimentin-positive cells, suggesting that hiPSC-Ts were mainly mesenchymal tissue (Figure S3A). hiPSC-Ts were trimmed and collected from the tissue sections via LCM. The gene expression of hiPSC-Ts at 2, 4, and 12 weeks after transplantation was evaluated by RNA sequencing and compared with that of the hiPSC-CM grafts evaluated in the same manner (Figures 3B and 3C). 

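Tissue of hiPSC-Ts, which are teratomas grown from undifferentiated hiPSC spheroids in the hearts of NOG mice, was captured and sequenced like the hiPSC-CM grafts, with 1 library each at 2, 4, and 12 weeks after transplantation. The 3 hiPSC-T libraries were compared with the 6 hiPSC-CM libraries in 1 fit over the 19194 genes above 1 TPM in at least 3 of the 9 libraries. Estimated counts summed to 7441543 at 2 weeks, 6953728 at 4 weeks, and 6557586 at 12 weeks in hiPSC-Ts, against 5055491 to 10592621 (median 6715642) in the hiPSC-CM grafts. Genes above 1 TPM numbered 20269, 18385, and 17029 in the hiPSC-T libraries in order of time. The 10 largest genes took 7.97%, 18.0%, and 30.3% of their counts, and at 12 weeks COL1A1, COL3A1, and COL1A2, the chains of the main fibrillar collagens, took 9.31%, 7.30%, and 4.86%. Fibroblast and mesenchymal markers together took 30800, 104000, and 219000 CPM at 2, 4, and 12 weeks, and pluripotency markers took 1970, 322, and 33.1 CPM. Cardiomyocyte markers took 273 to 326 CPM. In a principal component analysis of the 9 libraries, PC1 held 33.5% and PC2 held 13.7% of the variance, with the hiPSC-T libraries between 138 and 168 on PC1 and the hiPSC-CM libraries between -113.5 and -17.5. The hiPSC-CM library nearest to the hiPSC-Ts on PC1 was replicate 1 at 12 weeks. With 1 hiPSC-T library per week, differences within a week have no replicate check.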

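Genes of the heart muscle cell fell from hiPSC-CM to hiPSC-T grafts, many of them to 0 counts, and other genes had 0 counts in all hiPSC-CM libraries. All 12 measured cardiomyocyte markers and 18 of 19 genes of mature cardiomyocytes were lower in hiPSC-Ts at an adjusted p under 0.05 from edgeR (12 and 19 when adjusted over the list alone). Their median log2 fold changes were -10.12 and -9.62, or -9.27 and -8.94 with genes of 0 counts at their bound. By camera the adjusted p was 4.57e-69 and 1.54e-84, and 1.84e-04 for both with an estimated correlation. TTN, the largest sarcomere protein, was 22.5 ± 5.20 CPM (SD, n = 3) in hiPSC-Ts and 64668 ± 13160.4 CPM (SD, n = 6) in hiPSC-CM grafts. TTN had a log2 fold change of -11.48 (standard error 0.41, adjusted p = 2.54e-08 from edgeR's quasi-likelihood test). AC010680.1 overlaps TTN on the same strand and has nearly the same counts. The troponin genes TNNC1 (-10.62) and TNNT2 (-5.95) fell too, and MYL2 had 1 count in hiPSC-Ts against 89333. Genes with 0 counts in hiPSC-Ts were PLN, which regulates the calcium pump SERCA2 (at least 4782-fold lower), and SMYD1 (2356). Others were SMPX (1515), MB, myoglobin (1343), MYOZ2 (1289), UNC45B (1263), FGF12 (1207), CKM, the muscle creatine kinase (1069), and LMOD2 (781), against a floor of 3 counts per library. Of 12 measured calcium handling genes, 8 fell (11 when adjusted over the list alone), among them ATP2A2, the SERCA2 pump itself, at 142 ± 63.0 and 2820.2 ± 819 CPM, RYR2, the calcium release channel (-6.15 on the log2 scale), and TRDN. TRDN was at least 748-fold lower and overlaps RP11-532N4.2 on the other strand. The list had a median log2 fold change of -4.30 (adjusted p = 2.41e-28 from limma's camera, and 3.25e-04 with an estimated correlation). In the other direction, genes with 0 counts in all 6 hiPSC-CM libraries included HAPLN1, a link protein of cartilage matrix (at least 372-fold higher), and PITX1 (324), a homeobox gene of hindlimb and pituitary. Others were CD24 (228), CTHRC1 (207), CADM3 (197), FGFR3 (146), SEZ6L (137), COL8A2 (121), COL11A1 (105), and CA12 (94.5). Of the 19194 genes tested, 657 were higher and 854 were lower in hiPSC-Ts at an adjusted p under 0.05 from edgeR, so that 43.5% of the calls were higher. In contrast, limma-trend on log2(TPM + 1) called 1593 higher and 811 lower, which is 66.3% higher. DESeq2 called 1029 higher and 1407 lower. Without the hiPSC-T library at 4 weeks 765 genes were called and without that at 12 weeks 911. COL8A2 no longer passed without the library at 12 weeks (adjusted p = 0.0665 from edgeR) or with quantile normalization (0.0599 from limma), nor HAPLN1 without a filter on expression (0.0722 from edgeR).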

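Matrix, fibroblast, and cartilage genes lay higher in hiPSC-T than in hiPSC-CM grafts, by large factors and with a large spread between the weeks. Of 29 measured genes of collagens and the extracellular matrix, 10 rose and 1 fell at an adjusted p under 0.05 from edgeR (16 and 3 when adjusted over the list alone), with a median log2 fold change of 3.24. COL5A1, a chain of type V collagen, was 7083 ± 5848 CPM in hiPSC-Ts (SD, n = 3) and 177 ± 104 CPM in hiPSC-CM grafts (SD, n = 6; adjusted p = 3.64e-04 from edgeR's quasi-likelihood test). COL6A1 (3.87) and COL6A2 (5.45), of type VI collagen, rose on the log2 scale, and LAMA4, a laminin chain of basement membranes that was named after its values had been seen, fell (-3.08). The adjusted p of the matrix list was 2.37e-06 from limma's camera and 0.285 with an estimated correlation. Of 13 measured fibroblast and mesenchymal markers, 3 rose, COL1A1 (7.92), LUM (7.61), and VIM (1.99), and none fell (9 rose when adjusted over the list alone), with a median of 4.99. Their adjusted p was 3.16e-05 from limma's camera and 0.177 with an estimated correlation. Of 6 measured cartilage markers, 3 rose and none fell, by edgeR over all genes and over the list alone: COL11A1, COL9A2 (5.49), and MATN1, with 0 counts in hiPSC-CM grafts and at least 42.6-fold higher. Their median was 3.93, or 3.89 with genes of 0 counts at their bound (adjusted p = 2.29e-04 from limma's camera, and 0.0180 with an estimated correlation). Replicate 1 at 12 weeks, with the most fibroblast markers among the hiPSC-CM libraries, is in the group compared. COL1A1 did not pass edgeR without hiPSC-CM at 2 weeks (adjusted p = 0.0501) or replicate 2 at 12 weeks (0.0542), or without hiPSC-T at 4 (0.0672) or 12 weeks (0.0906). LUM did not pass edgeR without the same 2 hiPSC-CM libraries (adjusted p = 0.0609 and 0.0507) or any hiPSC-T library (0.0578, 0.0719, and 0.0544 in order of time). VIM did not pass edgeR without hiPSC-CM at 2 weeks (adjusted p = 0.096), replicate 1 (0.101) or 2 (0.0848) at 4 weeks, or replicate 3 at 12 weeks (0.0816), or without any hiPSC-T library (0.0717, 0.138, and 0.155). Without a filter on expression none of these 3 fibroblast markers passed edgeR (adjusted p = 0.0712, 0.0865, and 0.111), and VIM did not with week as a factor (0.0848). COL9A2 did not pass edgeR without replicate 1 at 4 weeks of hiPSC-CM (adjusted p = 0.0553) or hiPSC-T at 4 (0.107) or 12 weeks (0.119), nor MATN1 without hiPSC-T at 4 weeks (0.0669).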

To evaluate differences in gene expression between hiPSC-CM and -T grafts, we performed gene set enrichment analysis (GSEA) (Figure 3D). 

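As lists, the genes of all 4 energy pathways were lower in the hiPSC-T than in the hiPSC-CM grafts. Of 76 measured nuclear genes of the electron transport chain and ATP synthase, 53 were lower and none was higher in hiPSC-Ts at an adjusted p under 0.05 from edgeR (61 lower when adjusted over the list alone), with a median log2 fold change of -2.08. Of 22 genes of pyruvate dehydrogenase and the TCA cycle, 16 were lower and none higher (19 lower when adjusted over the list alone), with a median of -1.66. Of 22 FAO genes, 10 were lower and none higher (14 lower when adjusted over the list alone), with a median of -1.49. Of 24 glycolysis genes, 13 were lower and 1 was higher (14 and 3 when adjusted over the list alone), with a median of -1.43. By camera on the edgeR fit, the adjusted p was 5.29e-41 for the ETC, 2.09e-16 for the TCA cycle, and 1.78e-09 for FAO and for glycolysis. With an estimated correlation between the genes of a list, the adjusted p was 0.0194, 0.0107, 0.0121, and 0.0256 in the same order. The medians were below 0 at each week, from -1.02 (2 weeks) to -2.63 (12 weeks) for the ETC, from -0.60 to -2.26 for the TCA cycle, from -0.72 to -1.73 for FAO, and between -0.49 and -1.42 for glycolysis, as differences of the deposited log2 TPM with no test. On this scale the median of the ribosomal protein genes was 0.921 at 2 weeks, 0.932 at 4 weeks, and -0.123 at 12 weeks. A change with time can therefore not be read from the medians of the energy lists alone. In the annotation of the deposited table, 58.8% of the 17 genes of the term respiratory electron transport chain, 64.3% of the 28 of the tricarboxylic acid cycle, and 46.4% of the 28 of the glycolytic process were more than 2-fold lower in hiPSC-Ts, against 12.6% of the 12522 annotated genes (Fisher's exact test, two-sided, adjusted p = 3.69e-05, 2.09e-09, and 3.69e-05). For the 9 genes of the term fatty acid oxidation the share was 22.2% (adjusted p = 0.394 by the same exact test, and 0.102 from limma's camera).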

The expression of genes related to glycolysis, the TCA cycle, the electron transport chain (ETC), and FAO was lower in the hiPSC-T grafts than that in the hiPSC-CM grafts. Conversely, the expression of genes related to the response to amino acids was higher in the hiPSC-T grafts than that in the hiPSC-CM grafts. Furthermore, we generated heatmaps of the expression of characteristic genes related to glycolysis, the TCA cycle, the ETC, and FAO (Figure S3A). 

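The genes that cells switch on when amino acids run short had higher means in the hiPSC-T than in the hiPSC-CM grafts for the most part, and none of them passed edgeR over all 9 libraries. PHGDH, the first enzyme of serine synthesis, was 59.5 ± 34.6 CPM in hiPSC-Ts and 20.4 ± 10.5 CPM in hiPSC-CM grafts (SD, n = 3 and n = 6). PHGDH had a log2 fold change of 1.54 (standard error 0.55, adjusted p = 0.128 from edgeR's quasi-likelihood test). DDIT4, a stress-induced inhibitor of mTORC1, was 32.4 ± 11.9 and 2.14 ± 3.48 CPM (adjusted p = 0.184 from edgeR). ATF3, a stress transcription factor, was 52.3 ± 50.9 and 3.81 ± 7.09 CPM (0.198), and ATF4, which drives the response, was 125 ± 33.9 and 76.9 ± 25.6 CPM (0.311). Of 20 measured genes of the ATF4 pathway of amino acid response, 14 were fitted higher and 6 lower in hiPSC-Ts, with a median log2 fold change of 0.64. By edgeR's quasi-likelihood test, 0 of them passed over all genes or adjusted over the list alone, and 3 of the 4 genes named had an unadjusted p under 0.05. By contrast, limma-trend on log2(TPM + 1) called DDIT4 (adjusted p = 0.00599) and ATF3 (0.0277), and so did limma with quantile normalization, without trend, and with array weights (0.00198 to 0.00688 and 0.00552 to 0.0456). DDIT4 was also called by limma with pseudocount 0.1 (0.0372). DESeq2 called PHGDH (adjusted p = 0.0451), and edgeR did without replicates 1 and 3 at 12 weeks of the hiPSC-CM grafts (0.045). As a list they did not pass camera (adjusted p = 0.106, and 0.165 with an estimated correlation). They passed limma's fry, which asks only whether the genes of the list move one way and compares them with no other genes (adjusted p = 0.00248). Without replicate 1 at 12 weeks of the hiPSC-CM grafts, ATF3 passed edgeR (adjusted p = 0.0424). Of the 26 genes annotated in the deposited table to the response to amino acids, 23.1% were more than 2-fold higher in hiPSC-Ts, against 34.3% of the annotated genes (Fisher's exact test, two-sided, adjusted p = 0.394).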

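Within the 4 pathways, the genes given here ranged from muscle enzymes with few or 0 counts in hiPSC-Ts to enzymes of most tissues that were lower by smaller factors, and 1 glycolysis gene rose. ENO3, the muscle enolase, lies on chromosome 17 of hg38 from 4948092 to 4957131 and was 3.62 ± 2.74 CPM in hiPSC-Ts and 492 ± 115 CPM in hiPSC-CM grafts (SD, n = 3 and n = 6; adjusted p = 4.26e-05 from edgeR's quasi-likelihood test), with PFN1 overlapping on the other strand. PGAM2, the muscle phosphoglycerate mutase, had 0 counts in hiPSC-Ts and was at least 539-fold lower, and it overlaps DBNL on the other strand. HK1, the hexokinase of most tissues, was 90.4 ± 6.49 and 446 ± 124 CPM (4.97e-04), and ALDOC, an aldolase, was 6.66 ± 6.07 and 227 ± 70.1 CPM. The glycolysis gene that rose was PFKL, the liver form of phosphofructokinase, at 134 ± 117 and 27.8 ± 14.5 CPM (adjusted p = 0.0373 from edgeR), with overlap of the libraries of the 2 groups. PFKL did not pass limma with pseudocount 0.1 (adjusted p = 0.0667) or quantile normalization (0.0847). PFKL did not pass edgeR without the 2-week library (adjusted p = 0.0776), replicate 1 (0.0506) or 2 (0.0701) at 4 weeks, or replicate 2 at 12 weeks (0.0651) of the hiPSC-CM grafts, or without hiPSC-T at 4 (0.0721) or 12 weeks (0.427). In the TCA cycle, IDH3A, a subunit of NAD-dependent isocitrate dehydrogenase on chromosome 15 of hg38 from 78131498 to 78171949, was 22.3 ± 4.85 and 445 ± 167 CPM (6.04e-05), and SDHA (log2 fold change -2.51) and FH (-2.50) fell as well. In the ETC, COX6A2, the muscle form of a cytochrome c oxidase subunit, had 0 counts in hiPSC-Ts and was at least 368-fold lower, and COX6C (-3.71), COX7C (-2.84), and the cytochrome c gene CYCS (-3.49) fell on the log2 scale. In FAO, ACAT1 was 17.2 ± 3.54 and 113 ± 48.2 CPM (0.00230), and HADHB (-2.35), ETFDH (-3.03), and HADHA (-1.37) fell on the log2 scale. HADHA and HADHB overlap each other on opposite strands, and HADHA did not pass in limma-trend on log2(TPM + 1) (adjusted p = 0.0728) or in limma with pseudocount 0.1 (0.0758), without trend (0.163), or with array weights (0.0529). Of 8 measured genes of fatty acid uptake and transport, 4 fell and none rose (4 when adjusted over the list alone, adjusted p = 4.62e-05 from limma's camera and 0.0121 with an estimated correlation). These were SLC27A6 (-7.28), which overlaps FBN2, LPL (-7.02), FABP3 (-5.59), and CD36, with 1 count in hiPSC-Ts against 3102, a ratio of 5.72e-04 (95% counting interval 1.45e-05 to 0.00319). FABP3 did not pass without hiPSC-T at 4 weeks (adjusted p = 0.0629 from edgeR) or without a filter on expression (0.0868). Of 7 measured regulators of FAO, 2 fell, PPARGC1A (-7.36) and ESRRG (-6.07), and none rose (2 when adjusted over the list alone, adjusted p = 0.00113 from limma's camera and 0.0296 with an estimated correlation).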

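Amino acid transporters moved in both directions between the hiPSC-T and the hiPSC-CM grafts. Of 21 measured transporter genes, 3 were higher in hiPSC-Ts at an adjusted p under 0.05 from edgeR (SLC1A5, SLC7A5, and SLC16A10), 2 were lower (SLC1A4 and SLC1A2), and 16 did not pass (3 higher and 3 lower when adjusted over the list alone). SLC16A10, which carries aromatic amino acids, was 36.1 ± 41.7 CPM in hiPSC-Ts and 0.472 ± 0.970 CPM in hiPSC-CM grafts (SD, n = 3 and n = 6). SLC16A10 had a log2 fold change of 6.22 (standard error 1.65, adjusted p = 0.0369 from edgeR's quasi-likelihood test). SLC1A4, the neutral amino acid transporter ASCT1, was 10.3 ± 7.20 and 125 ± 70.0 CPM (adjusted p = 0.00354 from edgeR), and SLC1A2, a glutamate transporter, was 2.47 ± 2.61 and 74.5 ± 61.1 CPM (0.0102). SLC1A3, another glutamate transporter, was 37.7 ± 17.8 and 6.01 ± 6.14 CPM and did not pass (0.292), while limma-trend on log2(TPM + 1) (adjusted p = 0.0423), limma without trend (0.0312), and array weights (0.00446) called it. Over the whole list, 13 genes were fitted higher and 8 lower, with a median log2 fold change of 0.55 (adjusted p = 0.576 from camera on the edgeR fit, and 0.580 with an estimated correlation). Here fry, which compares the list with no other genes, gave an adjusted p of 0.0469. SLC16A10 did not pass with quantile normalization (adjusted p = 0.135 from limma) or without both replicates 1 and 3 at 12 weeks of the hiPSC-CM grafts (0.0639 from edgeR). SLC16A10 did not pass without replicate 1 (adjusted p = 0.0615 from edgeR) or 2 (0.0667) at 4 weeks or replicate 1 (0.0509) or 2 (0.0709) at 12 weeks of the hiPSC-CM grafts, or without hiPSC-T at 4 (0.079) or 12 weeks (0.296). With genes above 5 TPM in at least 3 libraries, the direction of the list turned to down (adjusted p = 0.969 from limma's camera).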

The gene expression of amino acid transporters was higher in the hiPSC-T grafts than that in the hiPSC-CM grafts (Figure 3B). Specifically, *LAT1* and *ASCT2* expression was 20.10 times and 33.42 times higher in the hiPSC-T grafts than in the hiPSC-CM grafts.

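LAT1 (SLC7A5) and ASCT2 (SLC1A5) were higher in every hiPSC-T library than in every hiPSC-CM library. SLC7A5 lies on chromosome 16 of hg38 from 87830023 to 87869488 and had a mean of 28.1 ± 16.1 TPM (SD, n = 3) in hiPSC-Ts and 1.30 ± 0.356 TPM (SD, n = 6) in hiPSC-CM grafts, a ratio of 21.6. SLC1A5 lies on chromosome 19 of hg38 from 46774883 to 46788594 and had means of 65.0 ± 9.86 and 2.50 ± 2.05 TPM, a ratio of 26.0. For either gene 3 of the 6 hiPSC-CM libraries were at the floor of 1 TPM, so that both ratios depend on how those libraries are counted. With values under 1 TPM rebuilt from the read counts they were 29.9 and 31.9, and with these values taken as 0 they were 35.0 and 32.5. The exact permutation test of the mean log2(TPM + 1), two-sided over 84 splits, gave p = 0.0119 for each gene, the smallest p these groups allow. By edgeR's quasi-likelihood test, the log2 fold change was 4.56 (standard error 1.16, adjusted p = 0.0305) for SLC7A5. For SLC1A5 it was 4.73 (standard error 1.19, adjusted p = 0.0294 from the same edgeR fit). Tested instead with a linear model, limma-trend on log2(TPM + 1) gave an adjusted p of 0.00203 and 8.99e-04 for the 2 genes. Within a week, the ratio of the hiPSC-T library to the mean of the hiPSC-CM libraries was at least 46.6 at 2 weeks, at least 17.1 at 4 weeks, and 12.8 at 12 weeks for SLC7A5, with 1 hiPSC-T library each and no test. For SLC1A5 it was 28.7, at least 67.3, and at least 15.6, where a ratio is a bound because hiPSC-CM libraries of that week were at the floor of 1 TPM. In edgeR, SLC7A5 did not pass without replicate 2 at 4 weeks (adjusted p = 0.0544) or replicate 2 at 12 weeks (0.0626) of the hiPSC-CM grafts or without hiPSC-T at 2 (0.103), 4 (0.0698), or 12 weeks (0.0927). SLC1A5 did not pass edgeR without a filter on expression (adjusted p = 0.0568), nor without the hiPSC-CM library at 2 weeks (adjusted p = 0.0516) or replicate 2 at 12 weeks (0.0597) or without hiPSC-T at 2 (0.0582), 4 (0.0844), or 12 weeks (0.0881). From the higher expression of amino acid transporters, together with the amino acids that accumulated in hiPSC-Ts in imaging mass spectrometry, the paper proposes that these amino acids are taken up more in hiPSC-Ts.

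**Figure D2:**
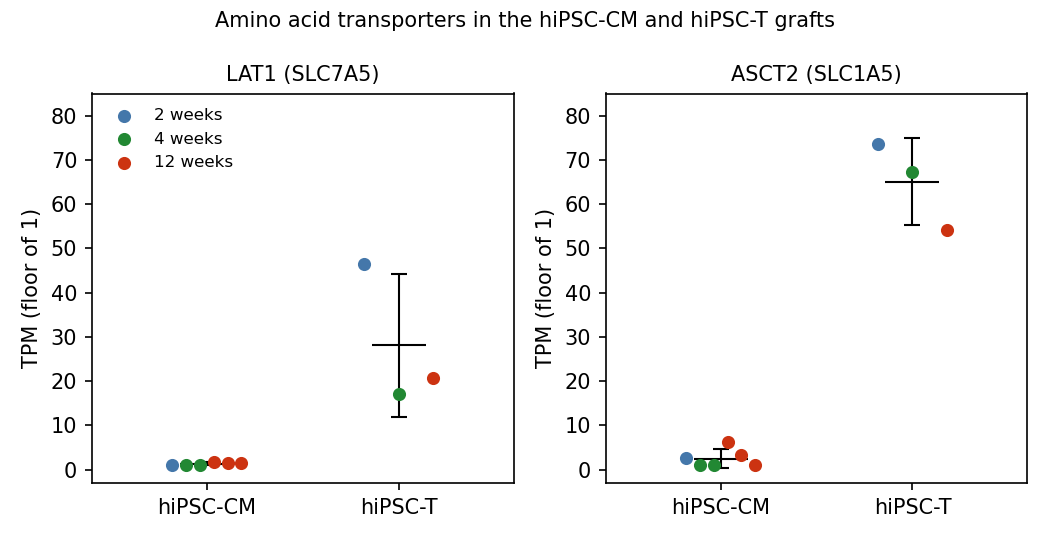
TPM of LAT1 (SLC7A5, left) and ASCT2 (SLC1A5, right) in each hiPSC-CM and hiPSC-T library, coloured by week, with values under 1 TPM drawn at 1. Horizontal bars are means and error bars are SD (n = 6 and n = 3). The hiPSC-T libraries lie at 17.1 to 46.6 TPM for LAT1 and at 54.2 to 73.6 TPM for ASCT2, all above the hiPSC-CM libraries, whose highest values are 1.81 and 6.20 TPM.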

**Figure 3:**
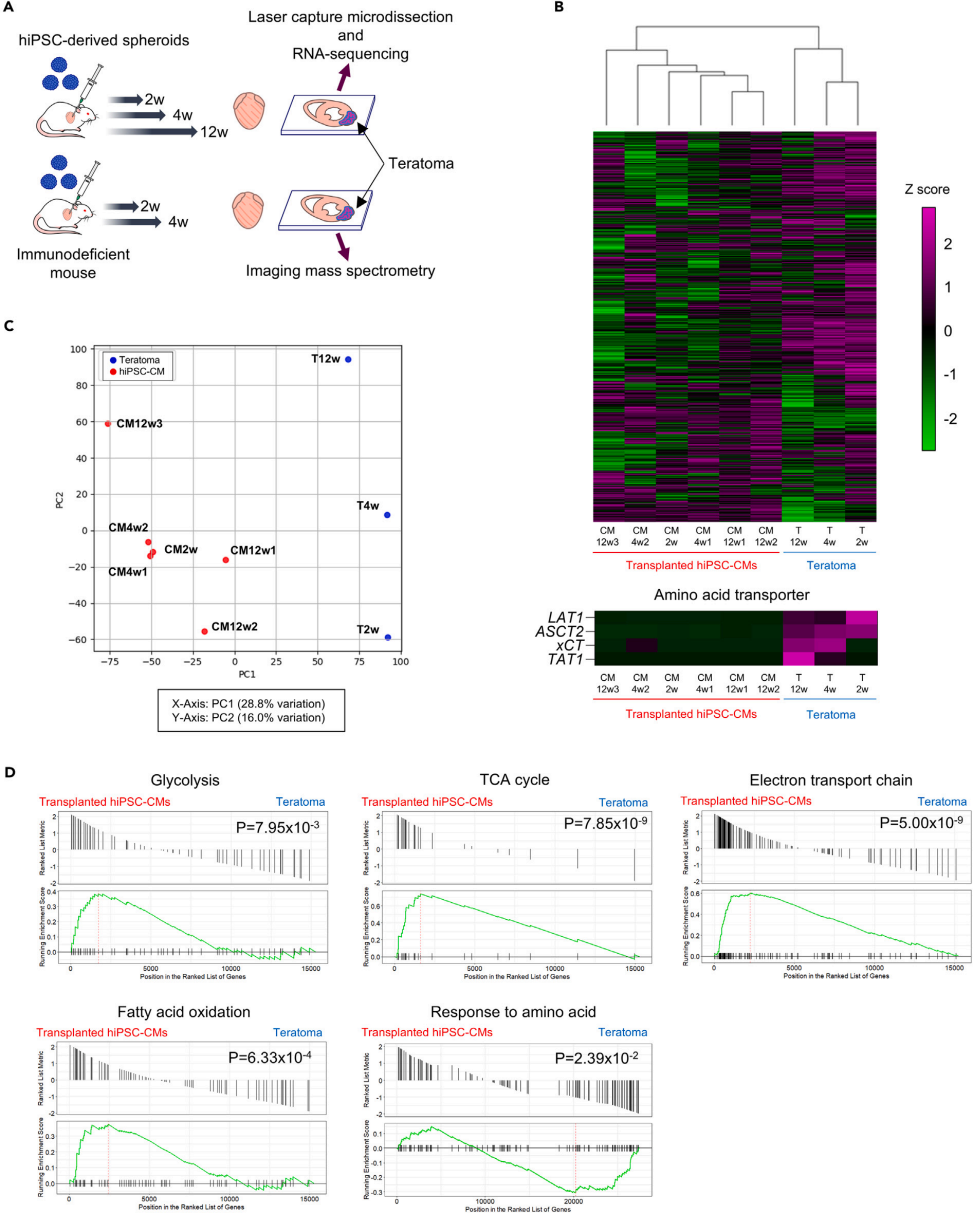
Metabolic differences between hiPSC-CM and -T grafts (A) Scheme of the experiment. (B) Upper: heatmap showing the results of RNA sequencing on hiPSC-CM and hiPSC-T grafts. Lower: heatmap showing the gene expression of amino acid transporters. (C) Principal-component analysis of hiPSC-CM (red) and -T (blue) grafts at 2, 4, and 12 weeks. (D) Gene set enrichment analysis demonstrating differences in gene expression between hiPSC-CM and -T grafts.

We analyzed metabolites in hiPSC-Ts by performing IMS 2 and 4 weeks after transplantation (Table S2). Among glycolytic metabolites, hexose monophosphate and glyceraldehyde-3-phosphate/dihydroxyacetone phosphate accumulation in the hiPSC-Ts was significantly lower than that in the host myocardium 4 weeks after transplantation, and their ratio was about half (Figure 4A). No significant differences were observed for the levels of hexose diphosphate, 2PG/3PG, and PEP between hiPSC-Ts and the host myocardium. Additionally, the accumulation of TCA cycle metabolites and acylcarnitines did not differ between hiPSC-Ts and the host myocardium (data not shown). Further, the signal intensities of amino acids, such as glycine (Gly), Met, tryptophan (Trp), phenylalanine, (Phe) and tyrosine (Tyr), in hiPSC-Ts were significantly higher than those in the host myocardium at 4 weeks, and their ratios were greater than 2.00 (Figures 4B and 4C). Considering the accumulation of these amino acids and the higher gene expressions of amino acid transporters in hiPSC-Ts, it is possible that these amino acids are taken up more in hiPSC-Ts.

**Figure 4:**
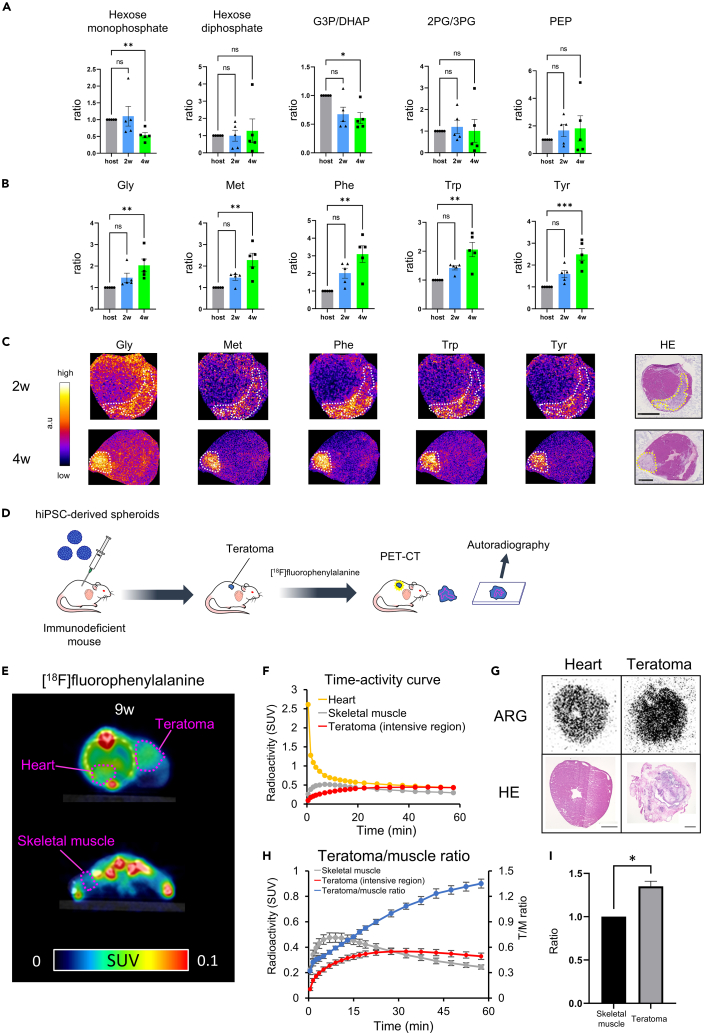
Metabolism of hiPSC-Ts evaluated via IMS and PET imaging (A) The ratio of accumulation of glycolytic metabolites between hiPSC-Ts and the host myocardium measured by IMS (*n* = 5, respectively. Dunn’s multiple comparisons test. ∗*p* < 0.05. Error bars represent SEM). G3P/DHAP: glyceraldehyde-3-phosphate/dihydroxyacetone phosphate. 2PG/3PG, 2-phosphoglycerate/3-phosphoglycerate; PEP, phosphoenolpyruvic acid. (B) The ratio of accumulation of amino acids between hiPSC-Ts and the host myocardium measured by IMS (*n* = 5, respectively. Dunn’s multiple comparisons test. ∗*p* < 0.05. Error bars represent SEM). (C) Representative data showing the accumulation of amino acids in hiPSC-Ts and the host myocardium measured by IMS. (D) Scheme of the PET imaging experiment using [^18^F]fPhe. (E) Representative PET image of the subcutaneous hiPSC-T by [^18^F]fPhe 9 weeks after transplantation (40–60 min, integrated images). (F) Time-activity curve expressing the radioactivity of [^18^F]fPhe in each organ. (G) Autoradiography of the heart and subcutaneous hiPSC-T graft. (H) Time-activity curve expressing the mean values of the radioactivity of [^18^F]fPhe in hiPSC-Ts and in skeletal muscles and the tumor/muscle ratio (*n* = 6. Error bars represent SEM). (I) The mean values of the radioactivity of [^18^F]fPhe in hiPSC-Ts and skeletal muscles around 60 min (*n* = 6. One-sample Wilcoxon signed rank test. ∗*p* < 0.05. Error bars represent SEM).

### [^18^F]fluorophenylalanine detected subcutaneous hiPSC-Ts

Based on the results of RNA sequencing and IMS, we investigated a method for detecting hiPSC-Ts using PET imaging. First, hiPSC spheroids were transplanted into the hearts of NOG mice and subjected to [^18^F]FDG-PET 4 and 12 weeks after transplantation (Figure S4A). However, [^18^F]FDG-PET could not visualize hiPSC-Ts in the heart, which is consistent with the previous study^44^ (Figure S4B). After PET imaging, the blood was washed out by perfusion with saline. Then, the heart sections were prepared and subjected to autoradiography. The results showed that [^18^F]FDG uptake by hiPSC-Ts was lower than that by the host myocardium (Figure S4C). Secondly, we focused on PET imaging using amino acids. [^11^C]Met-PET was performed because Met was one of the amino acids that accumulated in hiPSC-Ts. We transplanted hiPSC spheroids into the heart and subcutaneous tissue of NOG mice and performed [^11^C]Met-PET 12 weeks after transplantation (Figure S4A). One mouse had a hiPSC-T in the heart and the other had hiPSC-Ts in the heart and subcutaneous tissues. As a result, the radioactivity of the hiPSC-Ts was extremely low, and [^11^C]Met-PET could not visualize hiPSC-Ts (Figure S4D). Autoradiography showed that [^11^C]Met uptake in the intracardiac and subcutaneous hiPSC-Ts was lower than that in the host myocardium (Figure S4E).

Next, we focused on Phe, which had the highest accumulation in hiPSC-Ts among amino acids. We transplanted hiPSC spheroids into the subcutaneous tissues of NOG mice and administered [^18^F]fluorophenylalanine ([^18^F]fPhe) 9 weeks after transplantation (Figure 4D). Representative data from [^18^F]fPhe-administered mice are shown in Figures 4E–4G. Radioactivity was measured over time until 60 min after the administration. We were able to visualize the subcutaneous hiPSC-T by performing [^18^F]fPhe-PET (integrated images were obtained 40–60 min after administration) (Figure 4E). The radioactivity of the subcutaneous hiPSC-T increased gradually. The ratio of radioactivity between the subcutaneous hiPSC-T and the skeletal muscle (teratoma/muscle ratio) increased by 1.57-folds around 60 min (Figure 4F). After PET imaging, autoradiography was performed. Autoradiography is not affected by the PET tracer in the blood and can evaluate the radioactivity of the tracer taken into the tissues. As a result, [^18^F]fPhe uptake in the hiPSC-T was higher than that in the host myocardium (Figure 4G). Further, we analyzed the radioactivity of hiPSC-Ts and skeletal muscles in six mice that were administered with [^18^F]fPhe including the mouse presented previously (Figures 4E and S4F). The teratoma/muscle ratio increased over time (Figure 4H). The radioactivity of the hiPSC-Ts was significantly higher than that of the skeletal muscles around 60 min, and the ratio reached 1.35-folds (Figure 4I). hiPSC-Ts that formed ectopically, such as in subcutaneous tissues or skeletal muscles, could be visualized by [^18^F]fPhe.

## Discussion

Herein, we present the metabolic profiles of hiPSC-CM and -T grafts after the transplantation of hiPSC-CSs and undifferentiated hiPSC spheroids. To the best of our knowledge, this is the first study in which IMS has been performed on sections of hiPSC-CM and -T grafts.

We evaluated the morphological maturation of the present hiPSC-CM grafts by performing immunohistochemical experiments (Figure 1). The sarcomere length of hiPSC-CMs increased over time *in vivo* and reached around 1.8 μm 6 months after transplantation. Generally, the sarcomere length of adult CMs was approximately 1.7–2.2 μm.^50^ Thus, we could not conclude whether the transplanted hiPSC-CMs were mature enough at 6 months of transplantation. Further maturation may occur if they are observed for a longer time or if they are transplanted into human hearts as allotransplants. At 6 months, all transplanted hiPSC-CMs were MLC2v-positive/MLC2a-negative and Ki67-negative, indicating that they were mature enough to be referred to as ventricular CMs. Several *in vitro* studies have been performed to elucidate the mechanism underlying hiPSC-CM maturation.^16^^,^^17^^,^^18^^,^^19^^,^^20^^,^^21^^,^^22^^,^^27^^,^^28^^,^^29^^,^^51^, ^52^, ^53^, ^54^ Herein, we speculated that hiPSC-CM maturation *in vivo* was driven by mechanical stretch, electrical stimulation, extracellular matrix, paracrine effects from the surrounding CMs and non-CMs, such as endothelial and epicardial cells, and endocrine effects of hormones.

Next, we evaluated metabolic changes in these hiPSC-CMs after transplantation by performing RNA sequencing and IMS (Figure 2). The expression of genes related to glycolysis was downregulated, whereas the expression of genes related to fatty acid transport, such as *CD36*, and FAO, such as *PPARA* and *PPARD*, was upregulated. Specifically, PPARdelta signaling was related to the functional and metabolic maturation of hPSC-CMs.^25^ The accumulation of some glycolytic metabolites in the hiPSC-CM grafts was higher than that in the host myocardium 2 weeks after transplantation; however, this accumulation decreased over time to the same level as that in the host myocardium. The metabolism of fetal CMs depends on glycolysis, whereas that of CMs in the late neonatal and subsequent phases mainly depends on FAO.^32^^,^^33^ Therefore, these results suggested that the transplanted hiPSC-CMs switched from glycolysis to FAO and underwent metabolic maturation. Nevertheless, the accumulation of acylcarnitines, which reflects the activity of fatty acid metabolism,^49^ was generally lower in the hiPSC-CM grafts than that in the host myocardium. Hence, the metabolic maturation of the transplanted hiPSC-CMs at 12 weeks may not have reached the same level as that in the host myocardium.

Next, we evaluated hiPSC-T metabolism (Figures 3 and 4). We performed RNA sequencing of hiPSC-Ts and found that the expression of genes related to glycolysis, TCA cycle, ETC, and FAO was downregulated, whereas the gene expression of amino acid transporters was upregulated. Moreover, the IMS results showed that many amino acids accumulated in these hiPSC-Ts.

Based on these findings, we examined whether hiPSC-Ts could be detected by using [^18^F]FDG and PET tracers derived from amino acids (Figure 4). [^18^F]FDG uptake by hiPSC-Ts was low and could not be detected. This result was in line with the low expression of genes related to glycolysis in hiPSC-Ts. Clinically, an ovarian teratoma can be detected by [^18^F]FDG if malignant, but cannot if benign.^22^ hiPSC-Ts are also considered to be undetectable by [^18^F]FDG unless malignant transformation occurs.

Although amino acid metabolism in malignant tumors has been well-studied, information on amino acid uptake and utilization by hiPSC-Ts is scarce. Amino acids are important for the survival and growth of malignant tumors and are used as energy sources and building blocks for proteins.^55^ Amino acid transporters, such as LAT1 and ASCT2, are highly expressed in the cancer cell membrane.^56^ LAT1 transports Met, Phe, Trp, Tyr, leucine, isoleucine, valine, and histidine from outside the cell to the cytoplasm, whereas it transports Gln from the cytoplasm to outside the cell as an exchange substrate.^57^ ASCT2 exhibits the Na^+^-dependent uptake of Gln, Cys, alanine, serine, and threonine into the cytoplasm.^58^ These amino acid transporters were highly expressed in hiPSC-Ts, and Gly, Met, Phe, Tyr, and Trp accumulated in the hiPSC-Ts more than twice as much as in the host myocardium. [^11^C]Met is the most common tracer of amino acid tracers.^59^ In this study, intracardiac and subcutaneous hiPSC-Ts had little uptake of [^11^C]Met. We then performed [^18^F]fPhe-PET because Phe was the most accumulated amino acid in the hiPSC-T grafts. [^18^F]fPhe uptake in hiPSC-Ts was significantly higher than that in skeletal muscles around 60 min after administration. Therefore, it was suggested that hiPSC-Ts formed ectopically, such as in skeletal muscles and subcutaneous tissues, are detected using [^18^F]fPhe. Originally, Hoyte et al. synthesized [^18^F]fPhe and evaluated its biodistribution.^60^ Subsequently, it has been used to study cerebral protein synthesis^61^ and detect brain tumors.^62^^,^^63^^,^^64^ [^18^F]fPhe is incorporated into cells via L-type amino acid transporters. LAT1 is a type of L-type amino acid transporter that is specifically expressed in cancer cells.^57^ It is possible that hiPSC-Ts could be detected more sensitively using amino acid-derived tracers with higher LAT1 specificity.^65^^,^^66^^,^^67^^,^^68^

In this study, we revealed that hiPSC-CM grafts undergo the process of metabolic maturation after transplantation. Indeed, glycolysis was active in the hiPSC-CM grafts immediately after transplantation, but gradually shifted to FAO. We also examined the metabolic profiles of hiPSC-Ts. Upregulated gene expression of amino acid transporters and high accumulation of amino acids, such as Met and aromatic amino acids, were observed in hiPSC-Ts. Then we demonstrated that subcutaneous hiPSC-Ts could be detected *in vivo* using [^18^F]fPhe. These results provided insights for the clinical application of cardiac regenerative therapy.

### Limitations of the study

The limitation of this study is that we did not perform experiments using a myocardial infarction model. Further studies are expected to reveal how hiPSC-CMs mature metabolically in an ischemic environment because cell transplantation therapy using hiPSC-CMs is intended to be clinically used for patients with myocardial infarction. Moreover, it would be desirable to perform experiments on hiPSC-Ts using a myocardial infarction model as well. However, as the detailed metabolic profiles of transplanted hiPSC-CMs and -Ts have not been evaluated *in vivo* even in a healthy model in previous studies, we decided to use a healthy model as the first step.

Our group purifies hiPSC-CMs using glucose- and glutamine-free medium supplemented with lactate.^5^^,^^6^ This selection method switches the metabolism of hiPSC-CMs from glycolysis to oxidative phosphorylation, inducing their structural and metabolic maturation.^69^ Therefore, it can be inferred that hiPSC-CMs selected by this method tend to engraft and mature in ischemic regions, where glucose is depleted and lactate accumulates.^70^^,^^71^ Indeed, our group has already transplanted hiPSC-CSs to cynomolgus monkeys with myocardial infarction and showed large engraftment and morphological maturation of hiPSC-CMs.^12^ The results of metabolic maturation obtained in the healthy model in this study will be useful in considering the metabolism of hiPSC-CMs in an ischemic environment.

## Resource availability

### Lead contact

Further information regarding the resources in this study should be directed to and will be provided by the lead contact, Shugo Tohyama ().

### Material availability

This study did not generate new unique material and reagents.

### Data and code availability

• The data of RNA sequencing generated during this study have been deposited in the Gene Expression Omnibus (GEO). The accession number is GSE: GSE279695.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

## Acknowledgments

The authors thank Sayaka Kanaami, Tomoko Haruna, Rei Ohno, Kuniko Momoi, Miho Yamaguchi, Yuki Yamamoto, Yui Narita, Naoko Matsumoto, and Yoshiko Miyake for technical assistance with cell preparation, cell culture, and tissue preparation (Department of Cardiology, Keio University) and Katsushi Kumata, Nobuki Nengaki, Masanao Ogawa, Hidekatsu Wakizaka, and Yiding Zhang for radiosynthesis and PET operations (National Institutes for Quantum Science and Technology). The authors also thank Dr. Masahiro Jinzaki, Dr. Yasuhisa Fujibayashi, and Dr. Takehiro Nakahara for their advice and support throughout the PET studies, and CiRA for providing the hiPSC lines (253G4 and Ff-I14). The authors thank DNA Chip Research Inc. for the RNA sequencing. This work was supported by the 10.13039/501100001691Japan Society for the Promotion of Science KAKENHI (grants 23K19571, 24K11198 to Y.S., 23H02992 to S.Tohyama, and 19H03660 to J.F.), an 10.13039/100009619AMED grant (24bm1123010 to S. Tohyama), a Grant-in-Aid for 10.13039/501100001691JSPS Fellows (21J10680 to Y.S.), the 10.13039/501100005072Japanese Circulation Society (to S. Tohyama), 10.13039/100018456KISTEC (to S. Tohyama), and Heartseed, Inc.

## Author contributions

S. Tohyama conceptualized and designed the study; Y.S. performed and analyzed most experiments; N.K. performed cell preparation, animal breeding, and assistance with cell transplantation; A.K. performed IMS; T.Y. performed PET imaging; the other co-authors contributed to specific experiments; Y.S. and S. Tohyama wrote the original draft; S. Tohyama, H.T., T.C.U., S. Tanosaki, and S.S. reviewed and edited the manuscript; Y.S., S. Tohyama, J.F., and K.F. acquired funding; and S. Tohyama, J.F., M.-R.Z., M.S., K.F., and M.I. supervised the study.

## Declaration of interests

K.F. is the co-founder and CEO of Heartseed Inc. S.Tohyama is an advisor from Heartseed Inc. S. Tohyama, H.K., J.F., and K.F. own equity in Heartseed Inc.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-cardiac troponin I	Abcam	Cat#ab52862; RRID:AB_869983
Anti-troponin T, cardiac isoform Ab-1 (Clone 13-11)	Thermo Fisher Scientific	Cat#MS-295-P; RRID:AB_61806
Anti-cardiac troponin T (clone: REA 400)	Miltenyi Biotec	Cat#130-129-225; RRID:AB_2922012
Anti-α actinin	Abcam	Cat#ab137346; RRID:AB_2909405
Anti-myosin light chain 2a (MLC2a)	Synaptic Systems	Cat#SYSY 311-011; RRID:AB_2266770
Anti-myosin light chain 2v (MLC2v)	Abcam	Cat#ab79935; RRID:AB_1952220
Anti-human nuclei	Merck Millipore	Cat#MAB1281; RRID:AB_94090
Anti-CD31	Abcam	Cat#ab28364; RRID:AB_726362
anti-proliferating cell protein Ki-67	Sigma-Aldrich	Cat#P6834; RRID:AB_261141
Alexa Fluor® 594 donkey anti-rabbit IgG	Invitrogen	Cat#A21207; RRID:AB_141637
Alexa Fluor® 488 donkey anti-mouse IgG	Invitrogen	Cat#A21202; RRID:AB_141607
Alexa Fluor® 488 donkey anti-goat IgM	Invitrogen	Cat#A21042; RRID:AB_141357

**Chemicals, peptides, and recombinant proteins**		

Hoechst® 33342	Thermo Fisher Scientific	Cat#H3570
CHIR99021	FUJIFILM Wako Pure Chemical	Cat#034-23103
BMP4	R&D Systems	Cat#314-BP
IWR-1	Sigma-Aldrich	Cat#I0161
Y-27632	FUJIFILM Wako Pure Chemical	Cat#034-24024
Orlistat	Sigma-Aldrich	Cat#O4139
Matrigel	CORNING	Cat#354230
Vitronectin	Thermo Fisher Scientific	Cat#A14700
Dulbecco’s phosphate-buffered saline (D-PBS)	FUJIFILM Wako Pure Chemical	Cat#045-29795
AS103C	Ajinomoto	N/A
RPMI-1640	FUJIFILM Wako Pure Chemical	Cat#189-02025
Minimum Essential Medium Eagle (MEM)-α	Thermo Fisher Scientific	Cat#12571-048
AS501	Ajinomoto	N/A
B27 supplement without insulin	Thermo Fisher Scientific	Cat#A1895601
Fetal bovine serum (FBS)	Biowest	Cat#S1560-500
Sodium pyruvate	Sigma-Aldrich	Cat#S8636
TrypLE Select	Thermo Fisher Scientific	Cat#12563-011
2.5g/L-Trypsin/1mmol/L-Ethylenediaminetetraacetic acid (EDTA)	NACALAI TESQUE	Cat#35554-64
CryoStor CS10	STEMCELL Technologies	Cat#ST-07931
TRIzol Reagent	Life Technologies	Cat#15596026
9-aminoacridine	Merck Millipore	Cat#818362
α-cyano-4-hydroxycinnamic acid	Sigma-Aldrich	Cat#476870

**Critical commercial assays**		

miRNeasy Micro Kit	QIAGEN	Cat#217084
SMART-Seq Stranded Kit	Clontech	Cat#634442

**Experimental models: Cell lines**		

Ff-I14 hiPSCs	Provided by CiRA at Kyoto University	N/A
253G4 hiPSCs	Provided by CiRA at Kyoto University	N/A

**Experimental models: Organisms/strains**		

NOD/Shi-scid IL-2RγKO (NOG) mouse	*In Vivo* Science Inc.	N/A

**Software and algorithms**		

ImageJ	Rasband et al.^72^	https://imagej.net/ij/index.html
GraphPad Prism 9	Graphpad	Cat#GPPEAC
STAR 2.7.5c	Dobin et al.^73^	https://github.com/alexdobin/STAR
StrandNGS 3.4	Agilent Technologies	N/A
Python3 [version 3.8]	Von Rossum et al.^74^	https://www.python.org/
R [version 4.2.2]	R Core Team^75^	https://www.R-project.org/
pandas [version 1.2.4]	McKinney^76^	https://pypi.org/project/pandas/1.2.4/
matplotlib [version 3.2.1]	Hunter^77^	https://matplotlib.org/
gplots [version 3.1.3]	Warnes et al.^78^	https://github.com/talgalili/gplots
numpy [version 1.18.5]	Harris et al.^79^	https://numpy.org/ja/
sklearn [version 0.23.1]	Pedregosa et al.^80^	https://scikit-learn.org/stable/
org.Hs.e.g.,.db [version 3.16.0]	Carlson^81^	https://bioconductor.org/packages/release/data/annotation/html/org.Hs.eg.db.html
DOSE [version 3.24.2]	Yu et al.^82^	https://yulab-smu.top/biomedical-knowledge-mining-book/
ClusterProfiler [version 4.2.2]	Wu et al.^83^	https://yulab-smu.top/contribution-knowledge-mining/
IMAGEREVEAL™ MS software	Shimadzu Corp	N/A
Nanozoomer-XR	Hamamatsu Photonics	N/A
PMOD software	PMOD Technologies	N/A

**Other**		

15 cm dish coated with collagen type I	AGC TECHNO GLASS	Cat#4030-010
Elplasia multiwell plate	CORNING	Cat#4440

### Experimental model and study participant details

HiPSC lines, 253G4 and Ff-I14, were provided by the Center for iPS Cell Research and Application, Kyoto University. The cells were cultured in a humidified 5% CO_2_ incubator at 37°C and routinely tested for mycoplasma contamination. HiPSCs were maintained in the modified StemFit medium AS103C (Ajinomoto, Tokyo, Japan).^7^^,^^10^^,^^11^ The cells were passaged every 4–7 days. Upon passaging, they were washed with Dulbecco’s phosphate-buffered saline (D-PBS) (FUJIFILM Wako Pure Chemical, Osaka, Japan, 045–29795) and incubated for 3 min with TrypLE Select (Thermo Fisher Scientific, Waltham, MA, USA, 12563-011) at 37°C. The cells were collected in AS103C supplemented with 10 μM Y-27632 (FUJIFILM Wako Pure Chemical, Osaka, Japan, 034–24024) and pelleted for 3 min at 300 rcf. Then, the cells were resuspended and counted using Vi-CELL (Beckman Coulter, Brea, CA, USA). Next, the cells were plated in dishes coated with Matrigel (CORNING, Corning, NY, USA, 354230).

Adult male NOG mice (*In Vivo* Science Inc., Tokyo, Japan) were purchased. The experimental protocol was approved by the Sub-Committee on Animal Care and the Institutional Review Board of Keio University and the National Institutes for Quantum and Radiological Science and Technology according to the Fundamental Guidelines for Proper Conduct of Animal Experiments and Related Activities in Academic Research Institutions (Ministry of Education, Culture, Sports, Science, and Technology). All the animals received humane care in accordance with the Guide for the Care and Use of Laboratory Animals.

### Method details

#### Differentiation of human induced pluripotent stem cells into CMs

On day 0, hiPSCs were rinsed with D-PBS and incubated with Roswell Park Memorial Institute (RPMI)-1640 (FUJIFILM Wako Pure Chemical, Osaka, Japan, 189–02025) supplemented with 2% B27 supplement without insulin (Thermo Fisher Scientific, Waltham, MA, USA, A1895601), 6 μM CHIR99021 (FUJIFILM Wako Pure Chemical, Osaka, Japan, 034–23103), and 1 ng/mL bone morphogenic protein 4 (R&D Systems, Minneapolis, MN, USA, 314-BP) for 1 day. On day 1, the cells were rinsed with D-PBS and incubated with RPMI-1640 supplemented with B27 supplement without insulin. On day 3, the cells were rinsed with D-PBS and incubated with RPMI-1640 supplemented with B27 supplement without insulin and 5 μM IWR-1 (Sigma-Aldrich, St. Louis, MO, USA, I0161). On day 6, the cells were rinsed with D-PBS and incubated with RPMI-1640 supplemented with B27 supplement without insulin. On day 7, the cells were incubated in Minimum Essential Medium Eagle (MEM)-α (Thermo Fisher Scientific, Waltham, MA, USA, 12571-048) supplemented with 5% fetal bovine serum (FBS) (Biowest, Nuaillé, France, S1560-500) and 2 mM sodium pyruvate (Sigma-Aldrich, St. Louis, MO, USA, S8636). On day 10, the cells were rinsed with D-PBS and incubated for 5 min with 0.25% trypsin/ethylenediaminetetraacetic acid (EDTA) (NACALAI TESQUE, Kyoto, Japan, 35554-64). Then, the cells were collected in MEM-α supplemented with 5% FBS and 2 mM sodium pyruvate and pelleted for 3 min at 300 rcf. Next, the cells were resuspended in MEM-α supplemented with 5% FBS, 2 mM sodium pyruvate, and 6 μM Orlistat (Sigma-Aldrich, St. Louis, MO, USA, O4139) and counted using Vi-CELL.^8^^,^^9^ The cells were plated in dishes coated with collagen type I (AGC TECHNO GLASS, Shizuoka, Japan, 4030-010). On day 13, the culture medium was replaced with glucose- and glutamine-free medium supplemented with 4 mM lactate, the StemFit medium AS501 (Ajinomoto, Tokyo, Japan).^5^^,^^6^ On days 14–16, the medium was replaced daily with the AS501 medium. On day 17, the cells were incubated for 3 min with D-PBS and then incubated for 5 min with the 0.25% trypsin/EDTA solution. The cells were collected in MEM-α supplemented with 5% FBS and 2 mM sodium pyruvate and pelleted for 3 min at 300 rcf. The cells were dispensed into microtubes for cryopreservation using CryoStor CS10 (STEMCELL Technologies, Vancouver, Canada, ST-07931).

#### Production of hiPSC-derived cardiac spheroids and human induced pluripotent stem cell spheroids

Differentiation efficiency and purity were evaluated via the flow cytometric analysis of cardiac troponin T levels using a troponin T antibody (clone: REA400; Miltenyi Biotec, Auburn, CA, USA, 130-129-225). HiPSC-CSs were composed of pure hiPSC-CMs in Elplasia multiwell plates (CORNING, Corning, NY, USA, No 4440 or Kuraray, Tokyo, Japan, 400 560 CL6) for a week as previously reported.^35^ One cardiac spheroid contained ∼1,000 CMs, and its size was ∼200 μm. Similarly, hiPSC spheroids were incubated with hiPSCs in the microwell plates for 1 day.

Ff-I14 hiPSC-CSs were used for experiments in which maturation of hiPSC-CM grafts after transplantation was assessed using immunohistochemistry. G4 hiPSC-CSs and G4 hiPSC-spheroids were used for experiments in which metabolic profiles of hiPSC-CM and -T grafts were evaluated using RNA sequencing and IMS. Finally, G4 hiPSC-spheroids were used for experiments of PET imaging.

#### Transplantation of hiPSC-derived cardiac spheroids and human induced pluripotent stem cell spheroids into the myocardium and subcutaneous tissue of NOG mice

For transplantation of hiPSC-CSs or hiPSC spheroids into the heart of the NOG mice, the mice were anesthetized with a low dose of isoflurane. The anesthetized mice were ventilated using a rodent ventilator (Shinano, Tokyo, Japan, SN-480-7). A left thoracotomy was performed in the fourth intercostal space. HiPSC-CSs or hiPSC spheroids (1 × 10^6^–3 × 10^6^ cells) were transplanted into the myocardium with 60 μL PBS by using 27G syringes (Terumo, Tokyo, Japan, SS-10M2713). Then, intercostals and skin were sutured by nylon sutures (Natsume, Tokyo, Japan, AR15-40N3).

For transplantation of hiPSC spheroids into the subcutaneous tissues, the mice were anesthetized with a low dose of isoflurane. HiPSC spheroids (3 × 10^7^–4 × 10^7^ cells) were transplanted into the subcutaneous tissue of the back with 300 μL of 1:1 mixture of PBS and Matrigel, or PBS and vitronectin (Thermo Fisher Scientific, Waltham, MA, USA, A14700) by using 27G syringes.

#### Immunohistochemistry

Frozen sections were fixed with 4% paraformaldehyde, and formalin-fixed paraffin-embedded sections were prepared. The sections were stained with the following antibodies: Primary antibodies used for hiPSC-CMs and hiPSC-Ts were cardiac-TnI (Abcam, Cambridge, MA, USA, ab52862), troponin T, cardiac isoform Ab-1(Clone 13-11) (Thermo Fisher Scientific, Waltham, MA, USA, MS-295-P), α-actinin antibody (Abcam, Cambridge, MA, USA, ab137346), myosin light chain 2a (MLC2a) (Synaptic Systems, Göttingen, Germany, SYSY 311-011), myosin light chain 2v (MLC2v) (Abcam, Cambridge, USA, ab79935), anti-human nuclei (Merck Millipore, Burlington, MA, USA, MAB1281), anti-CD31 (Abcam, Cambridge, USA, ab28364), and monoclonal anti-proliferating cell protein Ki-67 (Sigma-Aldrich, St. Louis, MO, USA, P6834). Secondary antibodies were Alexa Fluor 594 donkey anti-rabbit IgG (Invitrogen, Waltham, MA, USA, A21207), Alexa Fluor 488 donkey anti-mouse IgG (Invitrogen, Waltham, MA, USA, A21202), and Alexa Fluor 488 donkey anti-goat IgM (Invitrogen, Waltham, MA, USA, A21042). The nuclei were stained with Hoechst 33342 (Thermo Fisher Scientific, Waltham, MA, USA, H3570). All images were acquired and analyzed using a microscope (BIOREVO, BZ-X710, Keyence, Osaka, Japan) and ImageJ.^72^

#### Laser capture microdissection

The hearts were embedded in an optimal cutting temperature (OCT) compound (Tissue-Tek, SAKURA, Tokyo, Japan, 4583) or Super Cryoembedding Medium (SCEM, Section-Lab Co. Ltd., Japan). The samples were then placed on dry ice. The frozen heart tissues were sectioned at a thickness of 7 μm using Cryostat (Leica, Wetzlar, Germany) and placed on membrane-coated slides. These sections were fixed with 95% ethanol for 2 min. Then, they were stained with 0.1% toluidine blue to detect hiPSC-CM or -T grafts. The hiPSC-CM or -T grafts were captured and placed in tubes using an LCM system (PALM MB-IV, Zeiss, Oberkochen, Germany). Then, 350 μL of TRIzol Reagent (Life Technologies, Carlsbad, CA, USA, 15596026) was added to each tube. The samples were then vortexed for 30 min.

#### RNA sequencing

Total RNA was extracted using miRNeasy Micro Kit (QIAGEN, Hilden, Germany). Complementary DNA was synthesized using SMART-Seq Stranded Kit (Clontech, Mountain View, CA, USA). Library preparations were sequenced using NextSeq500 (Illumina, San Diego, CA, USA). Combined data of human (hg38) and mouse (mm10) genome were organized in silico. The reads were mapped using STAR 2.7.5c (GitHub, San Francisco, CA, USA).^73^ The proportion of the reads assigned to the hg38 or mm10 reference was counted. The reads assigned to hg38 were classified as human reads, and the alignment files (BAM) were created.^84^ The aligned reads were subjected to downstream analyses using the StrandNGS 3.4 software (Agilent Technologies, Inc., CA, USA). The read counts allocated for each gene and transcript (Ensembl Database 2016.12.01) were quantified using the Transcripts Per Million method.^85^^,^^86^ Data analysis was performed using Python3 [version 3.8]^76^ and R [version 4.2.2].^77^ We used pandas [version 1.2.4],^78^ matplotlib [version 3.2.1],^79^ and gplots [version 3.1.3]^80^ to create heatmaps. Additionally, we used pandas [version 1.2.4], numpy [version 1.18.5],^81^ and sklearn [version 0.23.1]^82^ to perform the principal component analysis. We used org.Hs.e.g.,.db [version 3.16.0],^83^ DOSE [version 3.24.2],^87^ and ClusterProfiler [version 4.2.2]^88^ to perform GSEA. For gene ontology enrichment analysis, gene ontology terms were extracted from the list of genes whose expression differed by more than 2-fold.

#### Imaging mass spectrometry

A MALDI-quadrupole ion trap time-of-flight mass spectrometer (iMScope Trio; Shimadzu Corp, Kyoto, Japan) was used for data acquisition. Herein, the frozen heart tissues were dissected, and cryosections with a thickness of 10 μm were prepared using a cryostat (CM 3050S; Leica Microsystems, Wetzlar, Germany). The sections were thaw-mounted on indium tin oxide- and MAS-coated slides (#SI0100M, Matsunami Glass, Osaka, Japan) and dried in silica gel-containing plastic tubes. The slides were then sprayed with 5 mg/mL 9-aminoacridine (Merck Millipore, Burlington, MA, USA, 818362) in 80% ethanol for negative ion detection or 30 mg/mL α-cyano-4-hydroxycinnamic acid (Sigma-Aldrich, St. Louis, MO, USA, 476870) in 50% acetonitrile for positive ion detection. To visualize amino acids, we applied an on-tissue derivatization method using *p*-N,N,N,-trimethylammonioanilyl N′-hydroxysuccinimidyl carbamate iodide (TAHS) to tissue sections.^87^^,^^88^ Mass images were acquired in positive ion mode (*m/z* 100–450, *m/z* 250–630 for amino acid) and negative ion mode (*m/z* 85–400, 300-670) with 80 laser shots per spot. Mass spectra acquired from each measurement point in a 25-μm pitch were reconstructed as 2D heatmaps using IMAGEREVEAL MS software (Shimadzu Corp, Kyoto, Japan). After raster scanning for IMS, the sections were washed with acetone and stained with hematoxylin and eosin (HE) according to the manufacturer’s protocol (Muto Pure Chemicals, Tokyo, Japan). The HE-stained slides were scanned using a virtual slide scanner (Nanozoomer-XR, Hamamatsu Photonics, Hamamatsu, Japan). The host myocardium, hiPSC-CM and hiPSC-T grafts were identified in each image.

#### PET studies

Before [^18^F]FDG administration, the mice were fasted from the previous evening. In the all PET experiments, the NOG mice were anesthetized with 5% (v/v) isoflurane before PET scanning, and a custom-made catheter with a needle was inserted into the tail vein for injection. Subsequently, the mice maintained under anesthesia with 1.5% (v/v) isoflurane were secured in a custom-designed chamber and placed in a PET scanner (Inveon, Siemens Medical Solutions, Knoxville, TN, USA). The body temperature of the mice was maintained with a heated water (38°C–40°C) circulation system (T/Pump TP401, Gaymar Industries, Orchard Park, NY, USA). Static emission scans (10 min) were performed 20 min after a bolus injection of [^18^F]FDG (7–10 MBq/head) and [^11^C]Met (35–40 MBq/head). On the other hand, dynamic emission scans were performed in a 3D list mode for 60 min (1 min × 4 frames, 2 min × 8 frames, and 5 min × 8 frames) after a bolus injection of [^18^F]fPhe (13–15 MBq/head). To determine the anatomical localization, the chamber with the mice was moved to a small-animal computed tomography (CT) system (CosmoScan GX, Rigaku, Tokyo, Japan) under anesthesia with 2%–3% (v/v) isoflurane after the PET scan. CT images were acquired on non-enhanced scans for 16 s using the X-ray source set at 70 kVp and 114 μA. To acquire the tissue time-activity curves of [^18^F]fPhe, dynamic PET images and average CT attenuation images were combined using PMOD software (version 3.4, PMOD Technologies, Zurich, Switzerland), and the volumes of interest were manually drawn on the heart, skeletal muscle of the leg, and intensive region of the hiPSC-Ts. The standard uptake value (SUV) was calculated as follows: SUV = (radioactivity per milliliter tissue/injected radioactivity) × gram body weight.

#### *Ex vivo* autoradiography

After PET and CT imaging, all mice were deeply anesthetized with 5% (v/v) isoflurane and transcardially perfused with saline. The hearts and subcutaneous hiPSC-Ts were quickly removed, embedded in the OCT compound, and frozen in dry ice powder. The frozen hearts and subcutaneous hiPSC-Ts sections (20-μm-thick) were prepared using a microtome (NX70; Thermo Scientific, MA, USA) and thaw-mounted on glass slides (Matsunami Glass, Tokyo, Japan). The sections were exposed to an imaging plate (BAS-MS2025; FUJIFILM, Tokyo, Japan) for 15 min (for [^18^F]FDG), 20 min (for [^18^F]fPhe) or 1 h (for [^11^C]Met). Radioactivity in the heart and subcutaneous hiPSC-Ts was detected by scanning the imaging plate using the BAS-50000 system (FUJIFILM, Tokyo, Japan).

### Quantification and statistical analysis

Statistical analysis was conducted using GraphPad Prism 9 software. Sarcomere length of hiPSC-CMs in images of immunohistochemistry was analyzed by Tukey’s multiple comparisons test (*n* = 20 at each time point). Data of graft-to-host ratio in IMS were analyzed by Dunn’s multiple comparisons test (*n* = 5 at each week). The mean values of the radioactivity of [^18^F]fPhe in hiPSC-Ts and skeletal muscles were analyzed by Wilcoxon Signed Rank Test (*n* = 6).

## Supplemental information

Document S1. Figures S1–S4

Table S1. Metabolites detected in IMS experiments and their signal intensity ratio of hiPSC-CM grafts to host myocardium, related to Figure 2

Table S2. Metabolites detected in IMS experiments and their signal intensity ratio of hiPSC-T grafts to host myocardium, related to Figure 4

# Supplementary material for: Metabolic changes of human induced pluripotent stem cell-derived cardiomyocytes and teratomas after transplantation
**Source:** iScience. 2024 Oct 23;27(11):111234. doi: 10.1016/j.isci.2024.111234
**Supplement:** Document S1. Figures S1–S4

Supplemental information

Metabolic changes of human induced pluripotent stem cell-derived cardiomyocytes and teratomas after transplantation

Yusuke Soma, Shugo Tohyama, Akiko Kubo, Tomoteru Yamasaki, Noriko Kabasawa, Kotaro Haga, Hidenori Tani, Yuika Morita-Umei, Tomohiko C. Umei, Otoy Sekine, Masashi Nakamura, Taijun Moriwaki, Sho Tanosaki, Shota Someya, Yujiro Kawai, Masatoshi Ohno, Yoshikazu Kishino, Hideaki Kanazawa, Jun Fujita, Ming-Rong Zhang, Makoto Suematsu, Keiichi Fukuda, and Masaki Ieda

Supplemental Information

Metabolic changes of human induced pluripotent stem cell-derived cardiomyocytes and teratomas after transplantation

Yusuke Soma, Shugo Tohyama, Akiko Kubo, Tomoteru Yamasaki, Noriko Kabasawa, Hidenori Tani, Yuika Morita-Umei, Tomohiko C Umei, Otoy Sekine, Masashi Nakamura, Kotaro Haga, Taijun Moriwaki, Sho Tanosaki, Shota Someya, Yujiro Kawai, Masatoshi Ohno, Yoshikazu Kishino, Hideaki Kanazawa, Jun Fujita, Ming-Rong Zhang, Makoto Suematsu, Keiichi Fukuda and Masaki Ieda

Figure S1

A

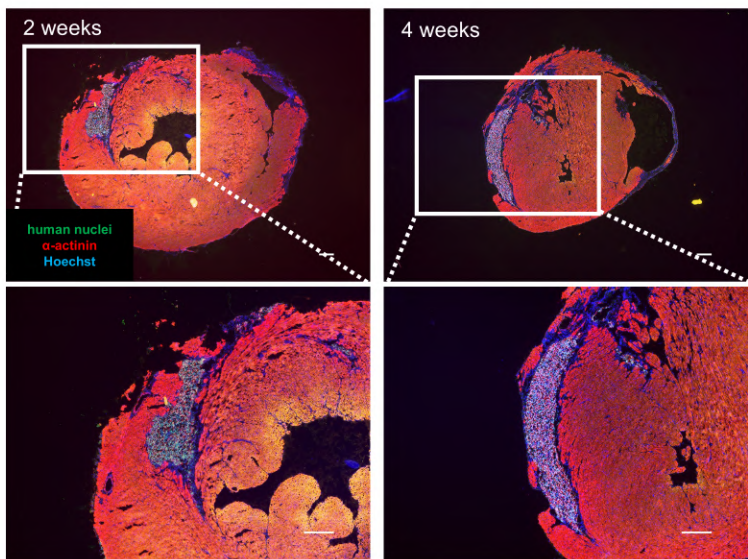

B

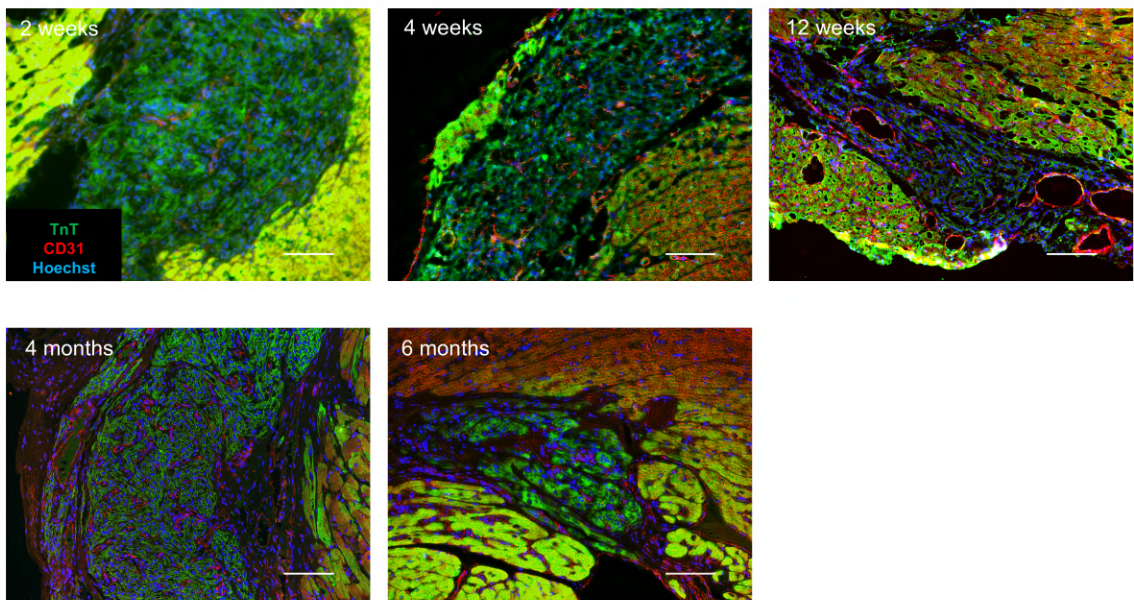

C

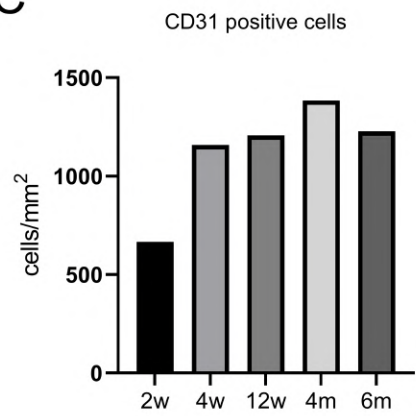

Figure S1. Identification of hiPSC-CM grafts and evaluation of their vascularization

A. Identification of hiPSC-CM grafts by staining human nuclei (green) and α -actinin (red) 2 weeks and 4 weeks after transplantation. Scale bar 300 μ m. **B.** Graft staining for cardiac troponin T (green) and CD31 (red). Scale bar 100 μ m. **C.** The number of CD31-positive cells per mm².

Figure S2

A TCA cycle

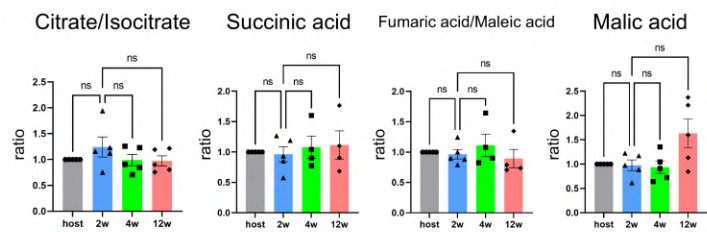

B Acylcarnitine

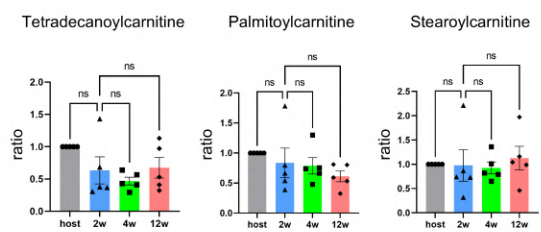

C

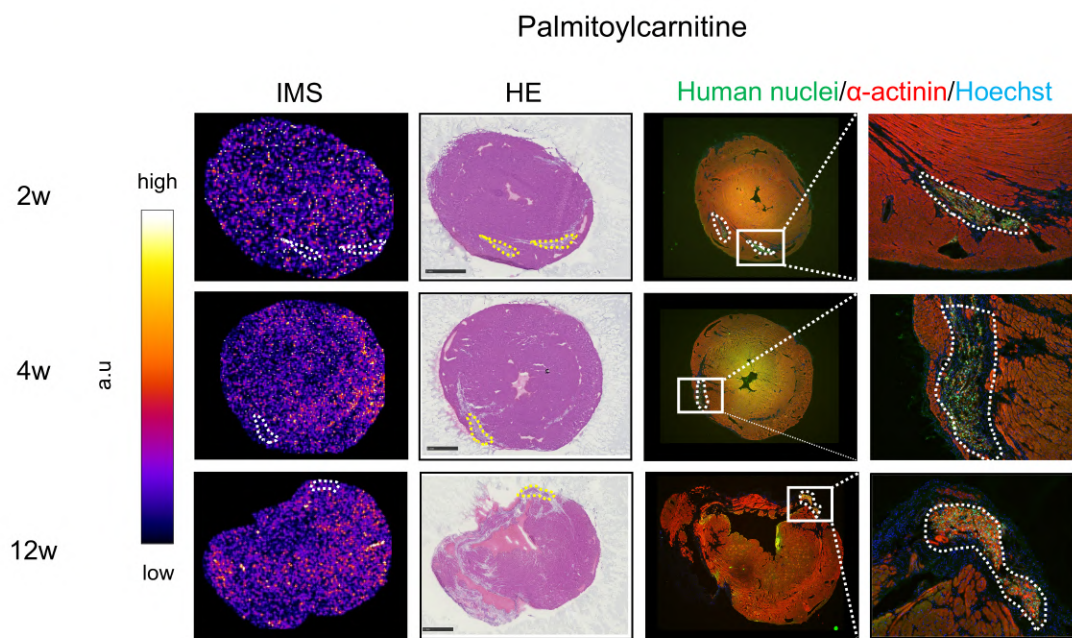

D Amino acid

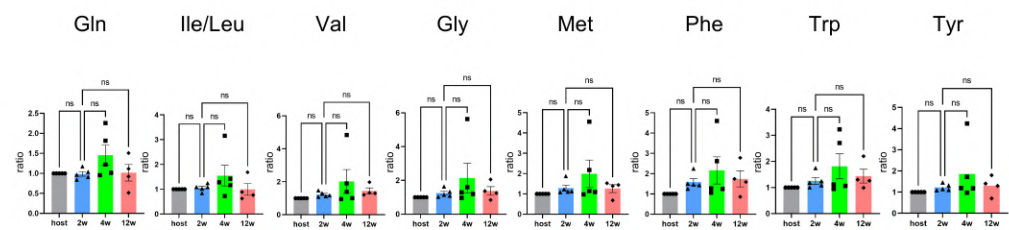

E

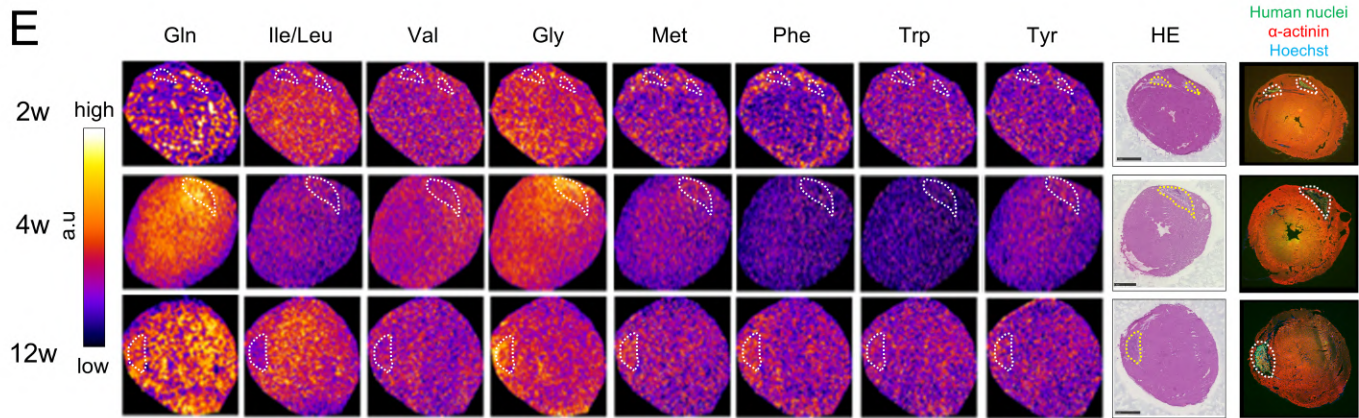

Figure S2. Metabolic evaluation of hiPSC-CM grafts via IMS

A. The ratio of metabolites of the TCA cycle between hiPSC-CM grafts and host myocardium at 2, 4, and 12 weeks after transplantation (n=5, respectively; however, as for succinic acid and fumaric acid, n=4 at 4 and 12 weeks. Dunn's multiple comparisons test. Error bars represent SEM). **B.** The ratio of acylcarnitines between hiPSC-CM grafts and host myocardium at 2, 4, and 12 weeks after transplantation (n=5, respectively. Dunn's multiple comparisons test. Error bars represent SEM). **C.** Representative data showing the accumulation of palmitoylcarnitine in hiPSC-CM grafts and host myocardium measured 2, 4, and 12 weeks after transplantation. Scale bar, 1mm. **D.** The ratio of amino acids between hiPSC-CM grafts and host myocardium at 2, 4, and 12 weeks after transplantation (n=5 at 2 and 4 weeks, n=4 at 12 weeks. Dunn's multiple comparisons test. Error bars represent SEM). **E.** Representative data showing the accumulation of amino acids in hiPSC-CM grafts and host myocardium measured 2, 4, and 12 weeks after transplantation. Scale bar, 1mm.

Figure S3

A

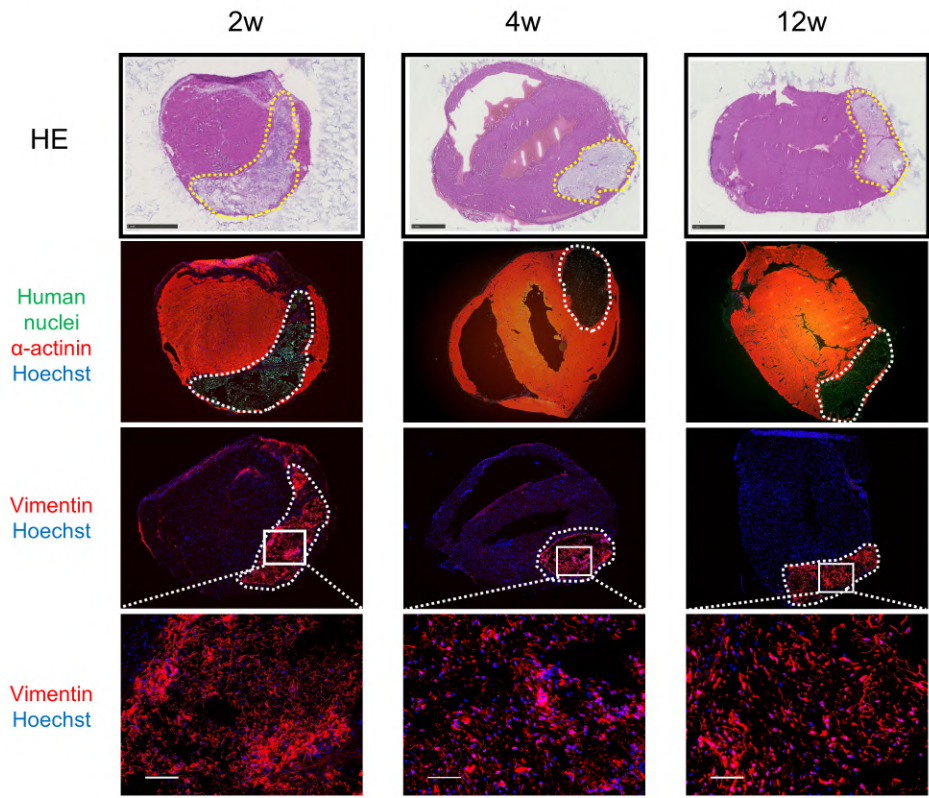

B

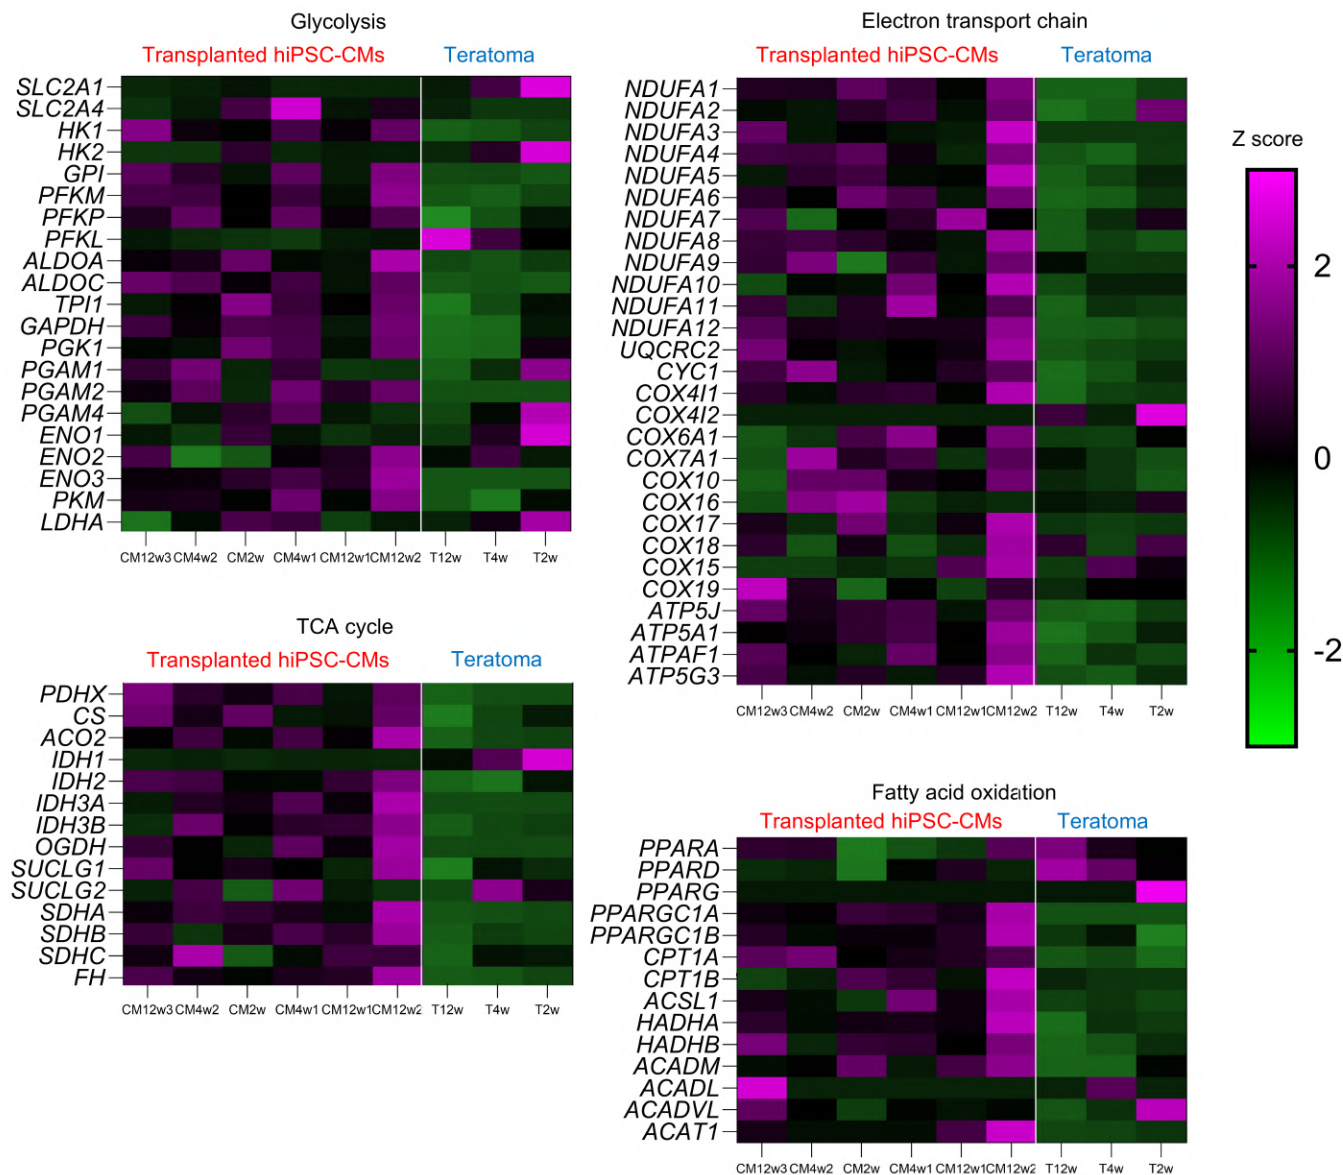

Figure S3. Metabolic differences between hiPSC-CM and -T grafts revealed using RNA sequencing

A. Images of hiPSC-Ts. (Top) Hematoxylin and eosin staining. Scale bar, 1 mm. (Second) Immunostaining for human nuclei (green) and α -actinin (red). (Third) Immunostaining for vimentin (red) at low magnification. (Bottom) Immunostaining for vimentin (red) at high magnification. Scale bar, 100 μ m. B. Heatmaps of characteristic gene expression related to glycolysis, TCA cycle, ETC, and fatty acid oxidation, contrasting hiPSC-CM and -T grafts.

Figure S4

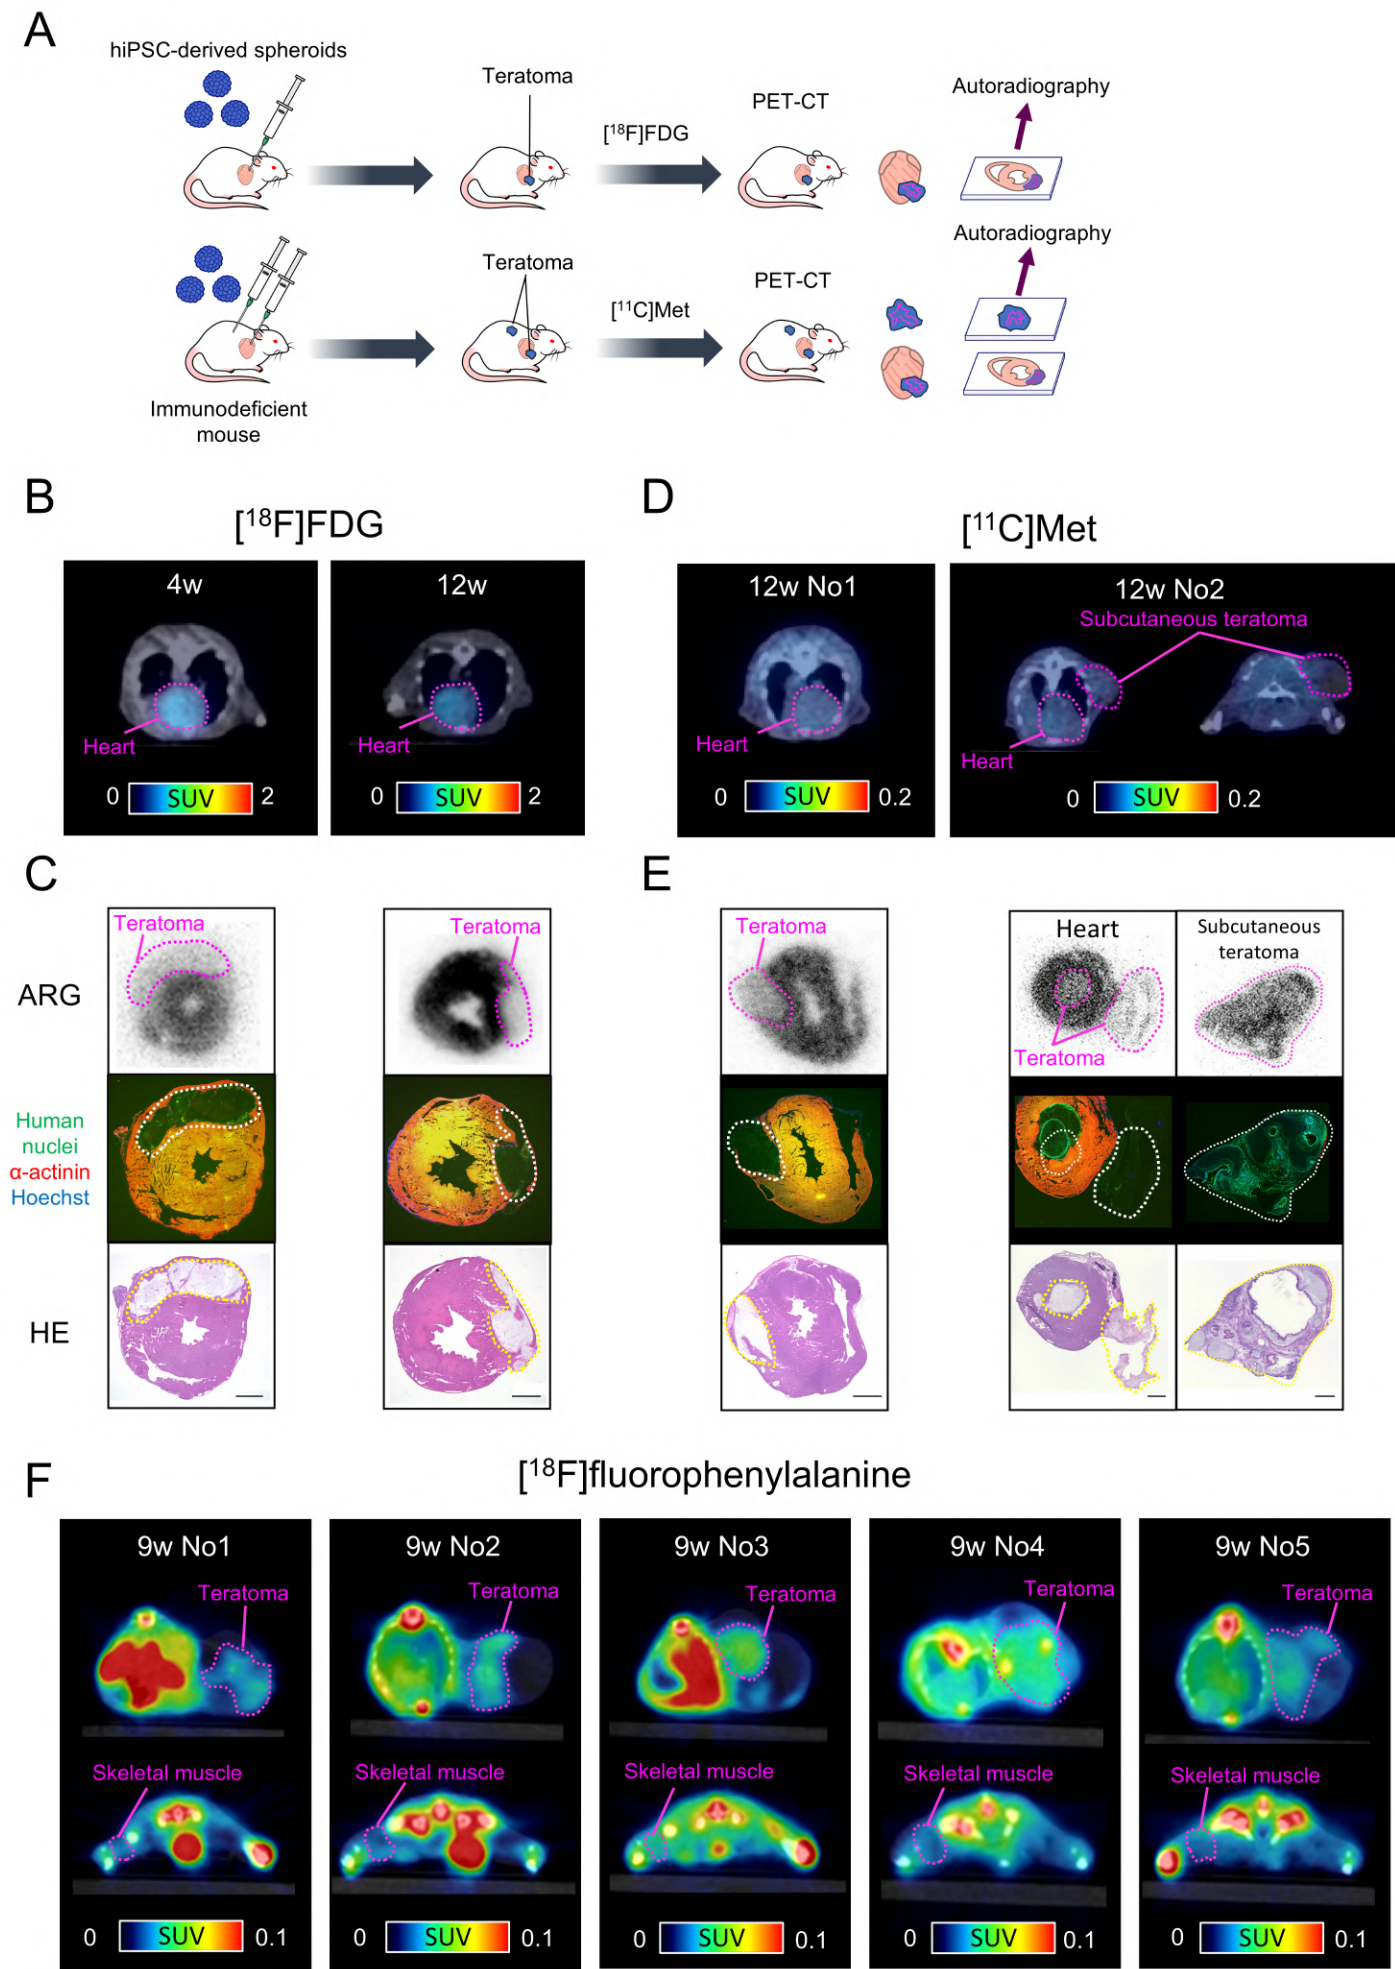

Figure S4. PET images of hiPSC-Ts after administration of [^{18}F]FDG, [^{11}C]Met, and [^{18}F]fPhe

A. Scheme of the PET imaging experiment using [^{18}F]FDG and [^{11}C]Met. **B.** Representative two PET images of intracardial hiPSC-Ts by [^{18}F]FDG 4 and 12 weeks after transplantation. **C.** Autoradiography of hiPSC-Ts after PET imaging by [^{18}F]FDG. **D.** PET images of intracardial and subcutaneous hiPSC-Ts by [^{11}C]Met 12 weeks after transplantation (n=2). **E.** Autoradiography of hiPSC-Ts after PET imaging by [^{11}C]Met. **F.** PET images of subcutaneous hiPSC-Ts by [^{18}F]fPhe 9 weeks after transplantation. PET images of five mice are presented, excluding the image of one mouse which are shown in Figure 4E.

How the deposited data were processed for this re-analysis (not part of the article)

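RNA sequencing of laser-captured human graft tissue in NOG mouse hearts was reanalysed from the processed table of the study, with 6 libraries of hiPSC-CM grafts (1 at 2 weeks, 2 at 4 weeks, and 3 at 12 weeks) and 3 of hiPSC-Ts (1 each at 2, 4, and 12 weeks). The authors trimmed reads with Trimmomatic 0.38, mapped them with STAR 2.7.5c to a combined human and mouse genome, kept reads assigned to hg38, and counted them per gene with StrandNGS. The deposited log2 values are log2 TPM made by the authors, with values under 1 TPM set to 0. The estimated counts were deposited without normalization by the authors, and 72.3% to 79.2% of the genes with counts in a library have a fractional count. All 18 columns of values were used. The table holds 57955 genes and no gene of the mitochondrial genome.

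Estimated counts were rounded and tested in R 4.3.3 with edgeR 4.0.16 (TMM, robust quasi-likelihood fit, prior count 0.125 for fitted fold changes). Genes above 1 TPM in at least 3 libraries of a comparison were kept, and p-values were adjusted by Benjamini and Hochberg, with 0.05 as the threshold. The plan for the tests had named limma-trend on log2(TPM + 1) unless the table held whole-number counts. Since many counts are fractional, limma-trend was the planned test. Because estimated counts suit edgeR, edgeR was used instead, a departure from the plan, and limma-trend is given beside it. Late (12 weeks) was compared with early (2 and 4 weeks) among hiPSC-CM libraries, and hiPSC-T with hiPSC-CM over all weeks. Fixed gene lists (32 written, tested from 3 measured members up) were tested with camera of limma 3.58.1 at a correlation of 0.01, with an estimated correlation, and with fry. The terms of the gene ontology were tested by Fisher's exact test on genes that differed more than 2-fold, and these tests were added after the annotation column had been seen. LAT1 and ASCT2 were compared as mean TPM and by an exact permutation test. CPM are edgeR's, on library sizes after TMM. For a group with 0 counts the fold is a bound against 3 counts per library, and for 1 to 3 counts the ratio has a 95% counting interval.

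Genes were named by a rule set beforehand: every gene the study names, the 10 protein-coding genes per direction and comparison with the largest fitted change among those that passed and did not overlap between groups (filled by smallest p where fewer passed), and up to 4 members per list described, with X-inactivation and Y-linked genes left out. A few genes that this rule selects are not reported here. Which lists were described, and how many members of each were named, was set after their values, sign changes included, had been seen; naming fewer members leaves fewer sign changes to list. A gene is said to overlap another where the other had at least 10% of its counts.

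Both tests were run on simulated data with the spread of these libraries. For late against early, edgeR recovered 0 of 67 genes changed 2-fold, 5 of 67 changed 4-fold, and 32 of 66 changed 16-fold, and called 3 of 15243 unchanged genes. For hiPSC-T against hiPSC-CM the numbers were 0 of 67, 3 of 67, and 21 of 66, and 3 of 18994. At 0.1 of the spread 25, 53, and 66 genes were recovered in the former and 34, 46, and 64 in the latter. Camera recovered the 1 shifted list in both (adjusted p = 4.19e-45 and 1.68e-33) and called 1 of 25 and 0 of 29 unshifted lists. Genes were drawn independently of each other in this simulation. It therefore does not show how often camera calls unshifted lists whose genes are correlated.

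Alternatives were other pseudocounts, filters, and normalizations, DESeq2 1.42.0, limma with and without trend and with array weights, week as a covariate or factor, a replicate block, each library left out, and the 2-fold rule. Alternatives added after the data had been seen were protein-coding genes only, leaving out replicates 1 and 3 at 12 weeks together, the 4 samples of the block without the block, the interaction of graft and stage, and 3 treatments of values under 1 TPM. Of these 3, the difference of mean log2 values was added after its match with the folds of the paper had been seen. The split test with an estimated correlation was added after the result of the split test at the preset correlation had been seen.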

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

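In 7 of 65 sets of 6 hiPSC-CM values tested with Dixon's criterion (chance flags about 1 in 20), 1 library lay far from the others on the deposited log2 scale. These were PPARD at 2 weeks (0, others 2.892 to 3.739), PPARGC1B in replicate 2 at 12 weeks (3.872, others 2.79 to 3.168), HIST1H2AC in replicate 3 at 12 weeks (4.102, others 6.147 to 7.283), and HIST1H4L at 2 weeks (5.386, others 0 to 1.188). In replicate 1 at 12 weeks they were FBN1 (5.369, others 0 to 0.8826), COL6A3 (5.58, others 0 to 0.6839), and COL1A1 (7.589, others 1.589 to 3.29).

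The late against early difference itself differed between hiPSC-T and hiPSC-CM grafts in 2 of 19194 genes by edgeR's interaction test. In that test 1006 genes had an unadjusted p under 0.05, close to the number that chance alone gives over 19194 genes. XIRP1, of intercalated discs, had an interaction of 8.007 (adjusted p = 0.0164 from edgeR) that rests on values at the floor, since all hiPSC-T values are listed at 0 while the hiPSC-CM values lie at 7.354 to 7.948, and BMP5 had -11.93 (adjusted p = 0.0483 from edgeR). Both genes were chosen after their values had been seen, and 1 late hiPSC-T library carries the comparison.

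Some lists passed camera on the edgeR fit in a comparison for which the paper does not report them. In late against early hiPSC-CM grafts these were histones, collagens and extracellular matrix, neural markers, and epithelial markers (adjusted p = 0.022 each from limma's camera), and fibroblast markers (0.0346). None of these 5 passed with an estimated correlation (adjusted p = 0.752 for histones and 0.683 for the others, from limma's camera). In hiPSC-T against hiPSC-CM grafts these were genes of mature (1.54e-84) and immature cardiomyocytes (5.81e-12), cardiomyocyte markers (4.57e-69), calcium handling (2.41e-28), transverse tubules (1.12e-07), fatty acid transport (4.62e-05), ion channels (0.000229), and skeletal muscle markers (0.0305), all lower. Higher were collagens and extracellular matrix (2.37e-06) and cartilage (0.000229) and endothelial markers (0.0218), as adjusted p from limma's camera. Ion channels, skeletal muscle, matrix, and endothelial markers did not pass with an estimated correlation (adjusted p = 0.0633, 0.105, 0.285, and 0.539 from limma's camera).

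Of the explanations weighed in this part, time after transplantation, other graft cells, a shift of all genes from the scaling, and muscle-specific members alone were chosen after the results they address had been seen. Replicate 1 at 12 weeks correlates more with the hiPSC-T libraries than the other hiPSC-CM libraries do (mean Spearman 0.635 against 0.544 to 0.595). Library size, as the total of the counts, is excluded as the whole cause. After thinning all libraries to the same number of counts, that replicate still lay 0.0296 above the highest other. Thinning does not even out how many genes a library detects. The thinned correlation rose with that number, from 0.644 with 14916 genes in replicate 3 at 12 weeks to 0.756 with 21799 in replicate 1. A difference in the genes detected is thus not excluded. Time stays open: replicates 1 and 2 at 12 weeks rank highest of the hiPSC-CM libraries (0.635 and 0.595), while replicate 3 alone, the lowest, lies at -0.0411 relative to the highest earlier one, and 1 library excludes nothing, a bar applied after these values had been seen. Other graft cells in the captured tissue, such as fibroblasts, may account for the higher correlation of replicate 1: that replicate held 9.12 times the fibroblast and mesenchymal marker CPM of the next library (5720 against at most 627), and the values this explanation needs are there. The paper purified the hiPSC-CMs before transplantation, and the origin of these marker counts was not tested.

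Genes of glycolysis, the TCA cycle, the ETC, and FAO are lower in hiPSC-T than in hiPSC-CM grafts. A few genes taking most of the counts are excluded, since without the 100 largest genes of each library the highest of the 4 list medians was -1.36. A shift of all genes from the scaling is excluded, since the median of the ribosomal protein genes was 0.246. Members missing from hiPSC-Ts do not carry the difference alone for the TCA cycle, the ETC, and FAO. Among members above 1 TPM in every hiPSC-T library, 22 of 22, 70 of 70, and 19 of 19 were fitted lower, with the highest upper quartile of their log2 fold changes at -0.976. A gene enriched in muscle can pass this cut, so that the test does not exclude muscle-specific members as the cause. For glycolysis it stays open whether absent members carry the difference alone. Among its members above 1 TPM in every hiPSC-T library, 14 of 21 were fitted lower and 11 passed edgeR as lower. Their median of -1.285 goes against absent members alone, but the upper quartile was 0.395. This test was set after the fold changes of these genes had been seen, in place of one that removed too few genes. The biological explanation that the design gives, the kind of graft, was not tested apart from the proportion of muscle cells, which differs between the grafts.

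Other splits of the libraries into groups of the same sizes were tested. For late against early the real count of genes is 0, so that all 10 of 10 splits give as many (highest other 0) and the count says nothing. For its lists 2 of 10 splits gave as many as the real 9 (highest other 10), and 10 splits are too few for a share under 0.05. For hiPSC-T against hiPSC-CM 1 of 84 splits, the real one, gave as many genes (1511, highest other 1). This is the smallest share that 84 splits allow, so that a chance split is unlikely but not excluded. Every other split mixes both grafts within a group, so that the size of the gap between 1511 and 1 says little. For lists at the preset correlation 12 of 84 splits gave at least the real 17 (highest other 22), so that chance is not excluded by this count. The 11 other splits with 17 or more hold 0 or 2 of the 3 hiPSC-T libraries in the smaller group and so carry part of the graft difference, while the 45 splits with 1 gave at most 10. For lists with an estimated correlation 1 of 84 splits, the real one, gave as many (12, highest other 0).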

How the results depend on the processing

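The 4 energy lists kept their direction and an adjusted p under 0.05 in hiPSC-T against hiPSC-CM grafts under every setting, LAT1 and ASCT2 stayed higher in all (ratios of 14.5 to 25.8 and 23.2 to 36.9 with a library left out), and 16 to 20 of 30 lists passed except with an estimated correlation (12). In late against early hiPSC-CM grafts 0 genes passed in every leave-one-out fit. Depth limits genes with few counts, and where no value below or the construction of a setting shows it, the cause was not tested. Leaving out the 2-week library equals using 4 weeks as the early group. Alternatives on mitochondrial genes and on transcripts were not run, because the table has neither.

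Genes called late against early (0 by edgeR) were 1 with pseudocount 0.1, quantile normalization, array weights, or limma-trend on log2(TPM + 1) (TNNI3 in each), 2 without a filter or with protein-coding genes only (TNNI3 among them in both), 134 with DESeq2, and 4170 of the 15443 genes tested by the 2-fold rule with no test (the counts over 23702 genes include those under the filter). Lists passing (9) were 5 with pseudocount 0.1, 3 with limma without trend, 5 with limma-trend on log2(TPM + 1), 0 with an estimated correlation, 0 with fry, 4 in the 4 samples of the block without the block, and 2 (without the 2-week library) to 10 (without replicate 3 at 12 weeks) with a library left out.

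The replicate number (1 or 2, at 4 and 12 weeks) used as a replicate block gave 9 genes and 4 lists, and the same 4 samples without the block gave 0 genes. Same-numbered samples had deviations with a correlation of -0.0417, so that the libraries share only a number. With the replicate block the adjusted p from limma's camera was 0.604 for mature cardiomyocyte genes, 0.378 for transverse tubule genes, and 0.065 for glycolysis, and in the same 4 samples without the block it was 0.653, 0.43, and 0.0614. The calls of histones (0.117 with and 0.158 without the block), epithelial (0.117 and 0.126) and neural markers (0.378 and 0.336) were lost too, and immature cardiomyocyte genes passed as lower (0.0176 and 0.0149), by the same camera test. Of the genes named in the text, the block called TNNI3 (adjusted p = 0.0456 from edgeR), PDE3A (0.00685), FBN1 (0.00685), COL6A3 (0.0209), and ATP2B2 (0.0401). Log2 fold changes that turned with the block were SLC2A1 0.4899, HK2 1.221, PPARD -0.1093, and MYL2 -0.3028, and in the 4 samples without it PPARA -0.03087, HK2 0.9076, PPARD -0.05058, and MYL2 -0.3125.

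Adjusted p of lists late against early, from limma's camera, was as follows. Mature cardiomyocyte genes: no filter 0.31, limma without trend 0.185, array weights 0.0845, estimated correlation 0.683, fry 0.507, library left out 0.00109 to 0.313. Transverse tubule genes: pseudocount 0.1 0.0625, no filter 0.162, limma without trend 0.197, limma-trend on log2(TPM + 1) 0.066, protein-coding genes 0.0502, estimated correlation 0.683, fry 0.457, library left out 0.00893 to 0.313. Glycolysis: pseudocount 0.1 0.305, 5 TPM 0.115, quantile 0.397, limma without trend 0.396, limma-trend on log2(TPM + 1) 0.297, estimated correlation 0.683, fry 0.582, library left out 0.00484 to 0.523. Cell cycle: estimated correlation 0.752, fry 0.827, library left out 8.65e-05 to 0.755. FAO, which did not pass in any, turned from down to up with pseudocount 0.1 (0.703), 5 TPM (0.893), quantile (0.692), limma without trend (0.932), limma-trend on log2(TPM + 1) (0.718), and fry (0.879), and with libraries left out (0.496 to 0.963).

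Log2 fold changes of named genes that turned sign, none of them passing: MYH7 quantile 0.1627, array weights 0.08171, library left out -0.3544 to 0.06903; HK2 array weights 0.01261, library left out -1.354 to 0.5943 (without the 2-week library); MYH6 without replicate 1 at 4 weeks 0.03777 and at 12 weeks 0.1203, otherwise down to -1.135; PPARD without the 2-week library -0.1349, otherwise up to 1.082; MYL2 without the 2-week library -0.05028 and without replicate 3 at 12 weeks -0.1835. CAV3 turned with pseudocount 0.1 (1.569), quantile (0.1549), limma without trend (0.5749), array weights (0.8496), log2 week as covariate (0.291), limma-trend on log2(TPM + 1) (0.5749), without replicate 1 (0.1308) or 2 (0.4052) at 4 weeks, and without replicate 2 at 12 weeks (0.2174), and was lowest without the 2-week library (-0.7323). Without replicate 1 at 12 weeks COL1A1 (-0.4372), COL3A1 (-0.1085), and COL1A2 (-3.219) turned, and without the 2-week library they were highest (3.979, 6.352, and 5.743).

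Genes called in hiPSC-T against hiPSC-CM (1511) were 2290 with limma without trend, 4675 with array weights, 2436 with DESeq2, 2404 with limma-trend on log2(TPM + 1), 8616 by the 2-fold rule, and 765 to 1710 with a library left out (911 without hiPSC-T at 12 weeks). Amino acid transporters turned to down at 5 TPM (adjusted p = 0.969 from limma's camera) and passed fry (0.0469), as did amino acid response genes (0.00248).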

Differences from the paper's values

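No value stated by the paper differs from the corresponding value here by more than 1.5 times, except in the following case. The ratio of LAT1 (20.10 in the paper, 21.6 here) was 35.0 with values under 1 TPM taken as 0, a setting chosen after seeing the data. The ratios of LAT1 and ASCT2 as differences of mean log2 values, a setting chosen after seeing the values, were 20.1 and 33.4.

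The paper names genes of the hiPSC-CM grafts as changed with time and states no test for them, and here no single gene passed edgeR. On simulated data with the spread of these libraries, edgeR recovered 0 of 67 genes changed 2-fold and 5 of 67 changed 4-fold. Not passing is therefore no evidence against a change of that size. The paper states that MYH7 was higher in late grafts, and here its log2 fold change was -0.18 (adjusted p = 1 from edgeR), and above 0 with quantile normalization (0.1627), array weights (0.08171), and without replicate 2 at 12 weeks (0.06903). The paper states that CAV3 was higher, and here it was -0.15 (adjusted p = 1 from edgeR), and above 0 with pseudocount 0.1 (1.569), quantile normalization (0.1549), limma without trend (0.5749), array weights (0.8496), log2 week as covariate (0.291), without replicate 1 (0.1308) or 2 (0.4052) at 4 weeks, and without replicate 2 at 12 weeks (0.2174), and with limma-trend on log2(TPM + 1) (0.5749), the test that the plan had named. MYL2 (0.08), BIN1 (0.79), CAV1 (1.51), CAV2 (1.40), PPARA (0.46), and PPARD (0.43) ran the way the paper states without passing, as did TNNI1 (-0.63), MYH6 (-0.27), SLC2A1 (-2.31), HK2 (-0.84), and LDHA (-1.38). TNNI3, KCNJ2, CD36, and MYL7 ran the way the paper states and did not pass edgeR (adjusted p = 0.110, 0.557, 0.557, and 0.557). DESeq2 called TNNI3 (adjusted p = 7.11e-15), KCNJ2 (1.95e-05), CD36 (1.24e-04), and MYL7 (0.00161). TNNI3 was also called with pseudocount 0.1 (adjusted p = 0.0248 from limma), no filter (0.00269 from edgeR), quantile normalization (0.015 from limma), array weights (0.0102 from limma), and the replicate block (0.0456 from edgeR). The test that the plan had named, limma-trend on log2(TPM + 1), called TNNI3 too (adjusted p = 0.0174). So did edgeR with protein-coding genes only (adjusted p = 0.0221), a setting chosen after seeing the values.

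The paper reports terms of blood vessel and cardiovascular development among genes higher in late grafts. Here 17.9% and 10% of the 39 and 10 genes that the deposited annotation lists under these terms were more than 2-fold higher, against 18.4% of the annotated genes. For its term of metabolic process among lower genes the share was 4.72% of 318 genes, against 7.03%. No ontology set used here adds genes listed only under narrower terms, so that the sets may differ from those of the paper. The paper reports FAO genes higher in late grafts and names PPARA and PPARD, which ran that way here with 5 of 7 regulators, whereas of the enzymes, a different set, 11 of 22 were fitted higher and 11 lower. The paper reports genes of the response to amino acids higher in hiPSC-Ts. Here the fixed list of the ATF4 pathway, which may differ from the set of the paper, did not pass camera (adjusted p = 0.106 from limma). That list passed limma's fry (0.00248). Of the 26 genes of the ontology term, 23.1% were more than 2-fold higher in hiPSC-Ts, against 34.3% of the annotated genes (Fisher's exact test, adjusted p = 0.394). The paper reports amino acid transporters higher in hiPSC-Ts, and here 3 rose and 2 fell of 21, with 13 fitted higher (adjusted p = 0.576 from limma's camera, and 0.0469 from fry). The paper reports fatty acid oxidation lower in hiPSC-Ts, which the fixed list shows, while 22.2% of the 9 genes of the ontology term were more than 2-fold lower, against 12.6% (Fisher's exact test, adjusted p = 0.394). In the principal components of the hiPSC-CM libraries, the paper shows early and late grafts apart on PC2, as here over the 23702 genes above 0, also with unit variance and on the deposited log2 values, whereas neither component separated them over the 15443 genes of the filter.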

Other observations

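Epithelial and neural markers passed as lists in late against early hiPSC-CM grafts at the preset correlation (adjusted p = 0.022 each from limma's camera), and none of these markers passed edgeR over all genes. All 3 measured epithelial markers were fitted lower, with EPCAM, an adhesion protein of epithelia and undifferentiated cells, at 0.607 ± 0.800 CPM late and 18.6 ± 9.78 CPM early (adjusted p = 0.954 from edgeR, and 0.0265 from DESeq2). Of 3 measured neural markers, 2 were fitted higher and MAP2 passed edgeR when adjusted over the list alone. Neither list passed with an estimated correlation (adjusted p = 0.683 from limma's camera for both). Without the 2-week library (adjusted p = 0.134 from limma's camera), replicate 1 at 4 weeks (0.0593), replicate 1 at 12 weeks (0.0682), or replicate 3 at 12 weeks (0.158) the neural call was lost, as it was in 6 other settings (0.236 to 0.384), and the epithelial call without the 2-week library (0.162) or replicate 2 at 12 weeks (0.127).

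In hiPSC-Ts, cell cycle genes and histones did not pass as lists against hiPSC-CM grafts (adjusted p = 0.646 and 0.732 from limma's camera, directions down against medians of 0.16 and 0.51). Without hiPSC-T at 2 weeks both passed as lower (adjusted p = 0.0049 and 2.79e-04 from limma's camera, medians of -1.08 and -1.57), and without hiPSC-T at 4 weeks (0.671 and 0.675) or 12 weeks (0.575 and 0.134) the directions turned to up. The median difference of log2 TPM from the hiPSC-CM libraries of the same week was 1.70 at 2 weeks, -0.70 at 4 weeks, and -0.89 at 12 weeks for cell cycle genes, 1.87, -0.10, and -1.33 for histones, and 5.38, 1.78, and 0 for pluripotency markers, with 1 hiPSC-T library per week and no test.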
